# Alternative activation generates IL-10 producing type 2 innate lymphoid cells

**DOI:** 10.1038/s41467-017-02023-z

**Published:** 2017-12-01

**Authors:** Corey R. Seehus, Asha Kadavallore, Brian de la Torre, Alyson R. Yeckes, Yizhou Wang, Jie Tang, Jonathan Kaye

## Abstract

Type 2 innate lymphoid cells (ILC2) share cytokine and transcription factor expression with CD4^+^ T_h_2 cells, but functional diversity of the ILC2 lineage has yet to be fully explored. Here, we show induction of a molecularly distinct subset of activated lung ILC2, termed ILC2_10_. These cells produce IL-10 and downregulate some pro-inflammatory genes. Signals that generate ILC2_10_ are distinct from those that induce IL-13 production, and gene expression data indicate that an alternative activation pathway leads to the generation of ILC2_10_. In vivo, IL-2 enhances ILC2_10_ generation and is associated with decreased eosinophil recruitment to the lung. Unlike most activated ILC2, the ILC2_10_ population contracts after cessation of stimulation in vivo, with maintenance of a subset that can be recalled by restimulation, analogous to T-cell effector cell and memory cell generation. These data demonstrate the generation of a previously unappreciated IL-10 producing ILC2 effector cell population.

## Abstract (web summary)

Type 2 innate lymphoid cells (ILC2) are thought to be a uniform population of effector cells that produce IL-5 and IL-13. Here, the authors shown that, in mice, IL-33 can alternatively activate these cells to generate a molecularly distinct IL-10-producing subset designated ILC2_10_.

## Introduction

The immune system utilizes a diverse array of cell subtypes that can eradicate pathogens efficiently, while also repressing autoimmunity. Cells of the innate immune system termed innate lymphoid cells (ILC), have been identified in mice and humans, and helper-like ILC have many parallels to CD4^+^ helper T (T_h_) effector cell subsets^1^, despite a lack of antigen receptors. In this regard, some subsets within the type 1 ILC (ILC1), ILC2, and type 3 (ILC3) populations have been compared to T_h_1, T_h_2, and T_h_17 cells, respectively. Both T_h_2 cells and ILC2 secrete the cytokines IL-5 and IL-13, are dependent on the transcriptional regulator GATA-3, and express similar regulomes in response to infection^2^. ILC2 have a beneficial role in eradication of parasitic helminths^3^, restoration of lung epithelial barrier function following influenza infection^4^, and regulation of beige fat biogenesis^5^. Although ILC2 elicit beneficial host responses to pathogens and mucosal damage, these cells are also implicated in disease, most notably allergic responses in the lung^6^.

Subpopulations of T_h_ effector cells arise during activation of mature naïve CD4^+^ T cells as a consequence of distinct environmental cues, thereby yielding highly adaptable responses. By contrast, ILC subtypes arise from a common immature bone marrow precursor in a developmental program^7^, and thus specific effector cell differentiation was thought to be less influenced by external signals. However, data now show that plasticity exists within ILC3 and ILC2, primarily driven by induction of T-bet and development of an ILC1-like effector program under inflammatory conditions^8, 9^. Whether external stimuli can also induce differential effector cell differentiation of ILC2, other than T-bet-dependent conversion to an ILC1-like cell, is unknown.

Here, we identify distinct IL-10 producing ILC2 effector cells, termed ILC2_10_, that are induced by IL-33 and acquire an alternative activation phenotype. The ILC2_10_ population undergoes contraction upon removal of stimulus, and can be recalled with subsequent challenge. In addition, these cells decrease expression of some genes associated with inflammation, and when induced in vivo, are associated with a decrease in eosinophil recruitment to the lung. ILC2_10_ can also be induced by chronic exposure to the allergen papain, with the extent of induction correlating with the degree of activation of ILC2 and the inflammatory response. Together, these data identify ILC2_10_ as a distinct effector cell population with immunoregulatory potential.

## Results

### IL-33 or papain induces IL-10 producing ILC2

We reasoned that a strong activation signal would reveal unknown ILC2 effector cell subpopulations. To test this, we injected mice with four daily doses of IL-33, a potent inducer of ILC2^10^. IL-33 injection resulted in significant expansion of ILC2 in the lung (Fig. 1a–c). To identify gene expression changes associated with IL-33-induced ILC2 activation, we performed RNA-seq on sorted lung ILC2 from mice injected with either vehicle or IL-33. 

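The RNA-seq libraries analysed here comprise 3 of lung ILC2 from mice given vehicle (PBS) and 2 from mice given 500 ng IL-33 per injection, each over 4 injections. The paper gives 3 independent experiments, with cells pooled from 5 mice in each. The replicates are named nA, 1 and 2 in the PBS group and Expand and WT in the IL-33 group. ILC2 were sorted as live CD45+Thy-1.2+Lin-ST2+ cells, a gate that takes ILC2 by the IL-33 receptor and leaves out T cells, B cells, NK cells and myeloid cells. Libraries were made from 10 ng of total RNA by template switching and read on an Ion Proton with reads of about 200 bp. The authors aligned reads to the mouse genome GRCm38 with TopHat2 2.1.0 and deposited a value per gene in FPKM, fragments normalized to transcript length and to the mapped reads of the library, from Cufflinks 2.2.1. FPKM hold no read counts, so the depth behind each value is unknown. Between 11860 and 12333 genes lay above 1 FPKM in the PBS libraries, and 10527 and 10726 in the IL-33 libraries. FPKM below 1 were set to 1 as in the paper, log2 values were tested with limma, and fold changes are on that floored scale, which understates the change of genes with low values. The test covered 12565 genes, those above 1 FPKM in at least 2 libraries. A gene passed at an adjusted p under 0.05 with a fold of at least 2. Gene lists, thresholds and all alternative settings but 2 were fixed before the data were examined, when Supplementary Data 1 and 2 had been seen. Transcripts of the Y-linked gene *Ddx3y* were present in the PBS libraries 1 and 2 (5.47 and 8.25 FPKM) and near 0 in PBS nA (0.0340 FPKM) and both IL-33 libraries (0.0113 and 0.153 FPKM). The sex of the mice may therefore differ between the PBS and IL-33 groups, and is in part confounded with treatment.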

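Cell cycle genes rose together in ILC2 of IL-33-injected mice. All 30 members of a proliferation list were higher than in vehicle, with a median log2 fold change of 3.74. *Birc5*, encoding a regulator of mitosis, was at 75.6 ± 2.84 FPKM (SD, n = 2) after IL-33 and 3.12 ± 0.576 FPKM (SD, n = 3) in vehicle. Genes of other lung cell types were lower after IL-33. All 24 endothelial genes fell (median -4.64), as did all 16 genes of alveolar type 2 epithelium (median -5.11) and all 11 of alveolar type 1 epithelium (median -4.82). *Sftpc*, encoding surfactant protein C, was at 7206 ± 3748 FPKM (SD, n = 3) in vehicle and 87.1 ± 27.3 FPKM (SD, n = 2) after IL-33. *Cldn5*, a tight junction gene of endothelium, was at 331 ± 86.1 FPKM (SD, n = 3) in vehicle, and its log2 fold change was -5.29 (adjusted p = 4.9e-05 from limma). In the camera test of limma the proliferation list had an adjusted p of 1.7e-21, the endothelial list of 2.3e-15 and the alveolar lists of 4.7e-11 and 1.1e-07. None of these calls held with an estimated correlation (adjusted p = 0.348 for each). No list of any kind passed with it, here or in the later comparisons. The lowest adjusted p after IL-33 was 0.322 from camera of limma. Losing a call under this setting therefore does not tell 1 list from another. The estimated correlations were 0.405 for the proliferation, 0.789 for the endothelial and 0.790 and 0.707 for the alveolar lists. They lie far above the preset of 0.01, so the camera p-values at the preset are likely too small for these lists. Across all genes tested, 1033 were higher and 2267 lower after IL-33 by limma, so 31.3% of the changed genes were higher. Quantile normalization, which moved the median of all genes from -0.06 to 0.14, gave 49.3% higher, and equal medians, which moved it to 0.12, gave 42.2%. The per-gene equal-variance test of the paper's methods, adjusted over all genes tested, called 255 higher and 189 lower, or 57.4% higher. The same test on log2 values gave 28.7% higher, so the direction of the skew depends on the test. Without the IL-33 library Expand 561 genes were higher and 1366 lower, and without WT 633 and 1182, where the lone IL-33 library is assumed to vary like the PBS group. Without the PBS libraries 1 and 2, an alternative added after the values were seen, 200 were higher and 1269 lower, with the lone PBS library assumed to vary like the IL-33 group.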

Significant changes in gene expression, including both up- and downregulated genes were detected (Fig. 1d, Supplementary Data 1). Genes encoding cell surface molecules used for cell isolation (*Ptprc*, *Thy1*, and *Il1rl1*) or markers of the ILC2 subtype (*H2-Ab1*, *Icos*, *Il2ra*) were expressed similarly in both cell populations, whereas genes encoding lineage markers (*Cd4*, *Cd3e*, *Ncr1*) were not expressed, confirming the identity of the isolated ILC2 (Fig. 1e). 

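Genes of the sorting and ILC2 markers stayed at similar levels. *Ptprc*, which encodes CD45, was at 141 ± 6.90 FPKM (SD, n = 2) after IL-33 and 130.1 ± 31.2 FPKM (SD, n = 3) in vehicle, and *Il1rl1*, which encodes the IL-33 receptor ST2, at 220.1 ± 24.6 FPKM (SD, n = 2) and 217 ± 42.0 FPKM (SD, n = 3). The log2 fold changes were 0.14 (adjusted p = 0.660) for *Ptprc*, 0.03 (adjusted p = 0.924) for *Il1rl1* and -0.39 (adjusted p = 0.291) for *Thy1* in limma. For *H2-Ab1*, an MHC class II gene, *Icos* and *Il2ra* they were -0.20 (adjusted p = 0.600), -0.27 (adjusted p = 0.596) and -0.37 (adjusted p = 0.141) in the same limma fit, so none of the 6 genes passed the test. *Cd4* was at 1.17, 0.964 and 1.07 FPKM in the PBS libraries and at 0.122 FPKM in 1 IL-33 library, with the other listed at 0. *Ncr1*, which encodes NKp46, was at 1.39, 1.65 and 1.07 FPKM in the PBS libraries and listed at 0 in both IL-33 libraries. *Cd3e*, encoding a chain of the T cell receptor complex, was at 6.35 ± 3.24 FPKM (SD, n = 3) in vehicle and 1.98 ± 0.134 FPKM (SD, n = 2) after IL-33, a log2 fold change of -1.57 (standard error 0.40, adjusted p = 0.0200 from limma). This call was lost without Expand (adjusted p = 0.177 from limma) or WT (adjusted p = 0.216 from limma), and under quantile normalization (adjusted p = 0.145 from limma). Of 17 ILC2 surface receptor genes 4 were higher, 2 lower and 11 did not pass (median log2 fold change 0.03, camera of limma adjusted p = 0.488), with the same counts adjusted over the list alone. From these levels the paper concludes that the isolated cells are ILC2.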

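*Mki67*, *Klrg1*, *Il6*, *Il13* and *Arg1* were higher in ILC2 after IL-33 than after vehicle. *Mki67*, a marker of cycling cells, was at 50.7 ± 17.9 FPKM (SD, n = 2) against 2.82 ± 1.41 FPKM (SD, n = 3), a log2 fold change of 4.24 (standard error 0.43, adjusted p = 2.7e-04 from limma). *Klrg1*, an inhibitory receptor found on activated ILC2, was at 360.4 ± 76.1 FPKM (SD, n = 2) against 72.9 ± 21.0 FPKM (SD, n = 3), a log2 fold change of 2.33 (adjusted p = 6.9e-04 from limma). *Il6* rose by 2.85 on the log2 scale (standard error 0.17, adjusted p = 4.9e-05 from limma), from 9.69 ± 0.808 FPKM (SD, n = 3) to 69.9 ± 3.25 FPKM (SD, n = 2). *Il13*, which drives mucus production and tissue eosinophilia, had a log2 fold change of 2.11 (adjusted p = 0.00985 from limma), and *Arg1*, encoding an arginine-degrading enzyme, of 1.31 (adjusted p = 0.0223 from limma). Of 11 type 2 effector genes 5 were higher and 1 lower, or 6 and 3 when adjusted over the list alone, with a median log2 fold change of 1.10 (camera of limma adjusted p = 0.0369, and 0.569 as the adjusted p with an estimated correlation). With 1 IL-33 library, assumed to vary like the PBS group, *Klrg1* lost its call without WT (adjusted p = 0.0616 from limma) and *Il13* without Expand or WT (adjusted p = 0.161 and 0.194 from limma). *Arg1* lost its call without PBS 1, PBS 2, Expand or WT (adjusted p = 0.0733, 0.0736, 0.121 and 0.206 from limma). Without the PBS libraries 1 and 2, an alternative added after the values were seen, the lone PBS library is assumed to vary like the IL-33 group. *Mki67*, *Klrg1*, *Il13* and *Arg1* then lost their calls, with log2 fold changes of 3.48, 2.84, 1.28 and 0.90 (adjusted p = 0.0981, 0.0705, 0.0945 and 0.322 from limma). The per-gene equal-variance test of the paper's methods called *Il6* and none of these 4 genes when adjusted over all genes tested, and all 5 when adjusted over genes with a fold of at least 2 only, an adjustment chosen after the values were seen.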

IL-33-mediated ILC2 activation led to other significant changes in gene expression (Fig. 1d), including upregulation of *Klrg1* and *Mki67*, encoding cell activation and proliferation markers (Fig. 1e), and *Il13*, *Il6*, and *Arg1* (Fig. 1g), involved in proliferation and inflammatory functions of ILC2^11^. 

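Of 13 genes encoding regulators of ILC2 development, 2 were higher after IL-33 than after vehicle and 11 did not pass the test, with the same counts adjusted over the list alone. *Id2*, an inhibitor of E proteins that all ILCs need, rose from 299 ± 28.9 FPKM (SD, n = 3) to 665 ± 153 FPKM (SD, n = 2), a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.00841 from limma). *Gfi1*, a transcriptional repressor, rose by 1.16 (standard error 0.21, adjusted p = 0.00482 from limma). *Gata3*, which directs the type 2 program, was at 173 ± 10.8 FPKM (SD, n = 2) after IL-33 and 107 ± 17.8 FPKM (SD, n = 3) in vehicle, a log2 fold change of 0.70 that stayed under the fold threshold (adjusted p = 0.0294 from limma). The log2 fold changes of *Rora*, *Tcf7*, *Tox* and *Bcl11b* were 0.29 (adjusted p = 0.354), 0.62 (adjusted p = 0.0288), 0.27 (adjusted p = 0.437) and -0.30 (adjusted p = 0.473) in the same limma fit. The median of the list was 0.29 on the log2 scale, with an adjusted p of 0.0158 from camera in limma and an adjusted p of 0.512 with an estimated correlation. Without the IL-33 library Expand, which leaves a lone library assumed to vary like the PBS group, the changes of *Id2* and *Gfi1* were 0.90 and 0.99 (adjusted p = 0.0685 and 0.0615 from limma). Under quantile normalization the change of *Id2* was 0.99, below the threshold. Without the PBS libraries 1 and 2, added after the values were seen, neither gene passed, with changes of 1.03 and 1.24 (adjusted p = 0.240 and 0.149 from limma) and the lone PBS library assumed to vary like the IL-33 group. The per-gene equal-variance test of the paper's methods called neither when adjusted over all genes tested and both when adjusted over genes with a fold of at least 2 only, chosen after the values were seen.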

Genes encoding transcriptional regulators associated with ILC2 development and/or function (*Id2* ^12^, *Gata3* ^10^, *Rora* ^13^ *, Tcf7* ^14^ *, Tox* ^15^ *, Bcl11b* ^16^, and *Gfi1* ^17^), were minimally or not differentially expressed between the cell populations (Fig. 1f). In contrast, *Tbx21* (encoding T-bet) was not expressed upon activation (Fig. 1f), nor was *Ifng* (Fig. 1g), indicating failure to convert to an ILC1-like gene program. 

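*Tbx21*, the gene of the type 1 regulator T-bet, lay between 0.239 and 1.10 FPKM in the PBS libraries and at 0.299 and 0.351 FPKM after IL-33. *Ifng*, the main cytokine gene of ILC1 and NK cells, lay between 0.503 and 1.08 FPKM in the PBS libraries and below 1 FPKM in both IL-33 libraries. Neither gene was above 1 FPKM in the 2 libraries needed for the test, so no fold change is given. Among 10 other genes of ILC1 and NK cells that could be tested 3 were higher, 2 lower and 5 did not pass, with the same counts adjusted over the list alone (median log2 fold change 0.27, camera of limma adjusted p = 0.328). *Gzma*, a cytotoxic granule protease, was at 96.2 ± 25.1 FPKM (SD, n = 2) after IL-33 and 13.5 ± 2.20 FPKM (SD, n = 3) in vehicle, a log2 fold change of 2.82 (adjusted p = 1.2e-04 from limma).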

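*Il10*, encoding an anti-inflammatory cytokine, rose from below 1 FPKM in each PBS library to above 100 FPKM in both IL-33 libraries. It lies on chromosome 1 of GRCm38 from 131019845 to 131024970 and was at 116 ± 17.7 FPKM (SD, n = 2) after IL-33 and 0.386 ± 0.291 FPKM (SD, n = 3) in vehicle, a log2 fold change of 6.85 (standard error 0.22, adjusted p = 3.8e-05 from limma). *Ctla4*, on chromosome 1 of GRCm38 from 60909025 to 60915830, encodes a receptor that competes with CD28 for its ligands. It rose from 6.02 ± 3.86 FPKM (SD, n = 3) to 233 ± 4.93 FPKM (SD, n = 2), a log2 fold change of 5.47 (standard error 0.46, adjusted p = 1.3e-04 from limma). *Tigit*, on chromosome 16 of GRCm38 from 43648861 to 43664184, rose from 1.21 ± 0.492 FPKM (SD, n = 3) to 94.3 ± 26.3 FPKM (SD, n = 2), a log2 fold change of 6.15 (standard error 0.30, adjusted p = 4.0e-05 from limma). *Foxp3* was at most 0.766 FPKM in any library, with 0.369 and 0.296 FPKM after IL-33, and was not tested. Of 12 coinhibitory genes 5 were higher, 1 lower and 6 did not pass, with the same counts adjusted over the list alone and a median log2 fold change of 0.47 (camera of limma adjusted p = 0.0400, and 0.348 as the adjusted p with an estimated correlation). The calls of *Il10*, *Ctla4* and *Tigit* held whichever 1 library was left out.

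**Figure D1:**
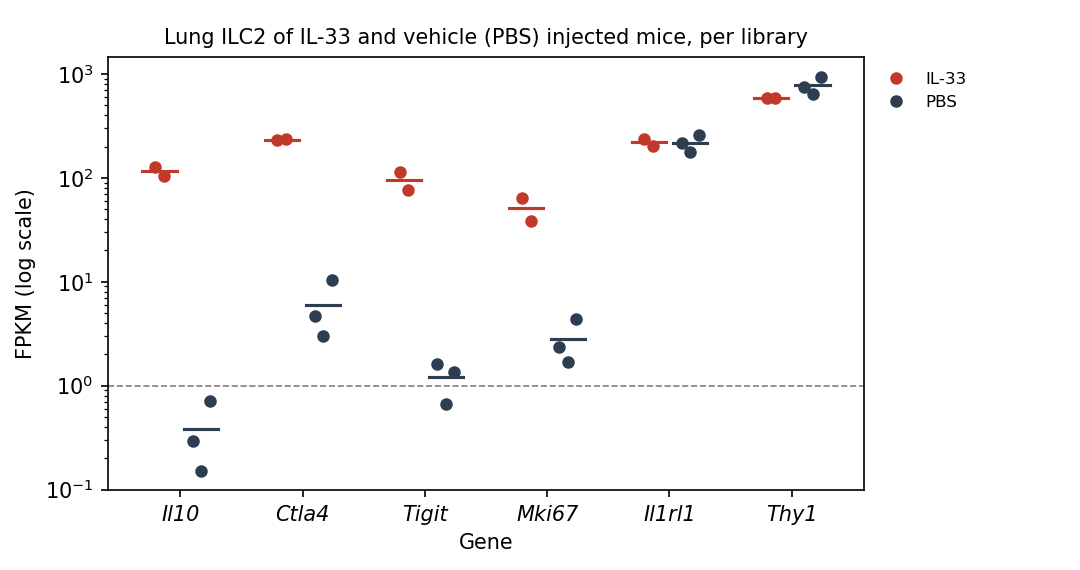
FPKM on a log axis of 6 genes in each library of lung ILC2 from IL-33-injected (red, n = 2) and PBS-injected (dark, n = 3) mice, with a bar at the mean of each group and a dashed line at the floor of 1 FPKM. *Il10*, *Ctla4*, *Tigit* and *Mki67* lie higher in both IL-33 libraries than in any PBS library, while *Il1rl1* and *Thy1* had log2 fold changes of 0.03 and -0.39.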

Interestingly, *Foxp3*, the transcriptional regulator required for regulatory T (T_reg_) cell differentiation^18^, was not expressed (Fig. 1f), but genes encoding coinhibitory molecules TIGIT and CTLA4, and the anti-inflammatory cytokine IL-10 were upregulated in activated ILC2 (Fig. 1g). Inflammatory CD4^+^ T cells that do not express FOXP3 but produce IL-9 and IL-10 have been identified^19^. We did not detect expression of *Il9* mRNA (Fig. 1g) in activated ILC2 and this cell population was negative for surface expression of CD4 and *Cd4* mRNA (Fig. 1e), demonstrating no contamination with this cell type.

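*Il9*, a cytokine gene of a subset of inflammatory CD4+ T cells, was listed at 0 in both IL-33 libraries and was at most 0.388 FPKM in the PBS libraries, too low to be tested. *Cd4* had a log2 fold change of -0.11 after IL-33 (adjusted p = 0.706 from limma) at values of at most 1.17 FPKM. With log2(FPKM + 0.1) and no floor the log2 fold change was -2.97 (adjusted p = 0.00254 from limma). Of 10 tested T cell genes 1 was higher, 4 lower and 5 did not pass, with the same counts adjusted over the list alone and a median of -0.50 (camera of limma adjusted p = 0.178). *Cd3g* was at 78.6 ± 28.3 FPKM (SD, n = 2) after IL-33 and 98.3 ± 13.9 FPKM (SD, n = 3) in vehicle. From the absence of *Il9* and CD4 the paper concludes that the cells were not mixed with such T cells.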

**Fig. 1:**
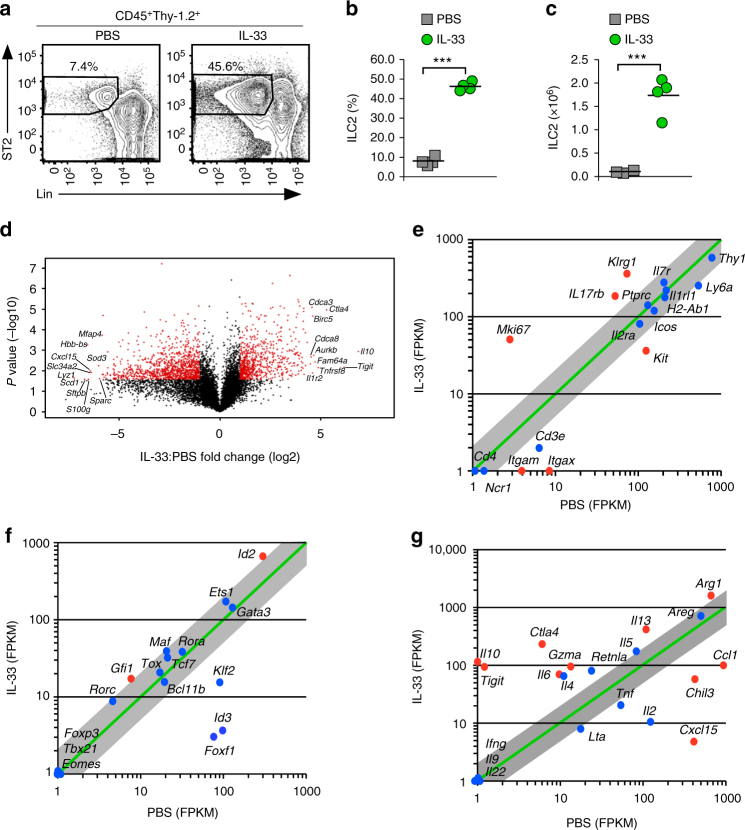
In vivo activation of lung ILC2 induces *Il10* expression. **a** Flow cytometry analysis of ILC2 from the lungs of wildtype animals treated with IL-33 (right) or PBS (left). The frequency of ILC2 (Lin^–^ST2^+^) within the CD45^+^Thy-1.2^+^ cell population is indicated. **b**, **c** Frequency (**b**) and number (**c**) of lung ILC2, calculated from gates as in **a,** here and in all subsequent figures. **d** Volcano plot comparison of whole transcriptome gene expression of ILC2 from IL-33 and PBS-treated animals. Differentially expressed genes (defined as statistically significant adjusted *P* < 0.05) with changes of at least twofold are shown in red (Student’s *t* test with Benjamini and Hochberg correction). The top ten differentially expressed genes ranked by fold-change in either direction are labeled. **e**–**g** Selected genes plotted as the average of the fragments per kilobase of transcript per million mapped reads (FPKM) in IL-33-treated vs. PBS-treated animals. Differentially expressed genes (defined as in **d**) are labeled in red. Gray area indicates region of twofold or lower change in expression. Shown are expression of selected genes grouped by (**e**) ILC2 markers and markers of activation, (**f**) transcription factors, and (**g**) effector molecules. Data are representative of four independent experiments with one mouse used per experiment **a**–**c**, or are from three experiments with cells pooled from five mice each **d**–**g**. Each symbol **b**, **c** represents an individual mouse and horizontal lines indicate the mean here, and in all subsequent figures. ***P < 0.001 (Student’s *t* test)

IL-10 is a potent immunosuppressive cytokine that is expressed by distinct effector cell subsets of the immune system^20^. To determine if expression of *Il10* was limited to an ILC2 subset, we utilized a dual reporter mouse strain that contains the coding sequence of Thy-1.1 inserted into a BAC containing the *Il10* gene (10BiT)^21^, and an IRES-GFP cassette knocked into the *Foxp3* locus (*Foxp3* ^GFP^)^22^. Using these mice, we identified subsets of ILC2 and T_reg_ cells that expressed the *Il10* reporter in IL-33-treated animals (Fig. 2a–d). The fidelity of the reporter was confirmed, as *Il10* gene expression was highly enriched in Thy-1.1^+^ as compared to Thy-1.1^–^ ILC2 (Fig. 2e). We hereafter refer to Thy-1.1^+^ ILC2 as ILC2_10_. T_reg_ cells that expressed *Il10* modestly expanded in the presence of IL-33 (Fig. 2c, d), consistent with the presence of IL-33 responsive population of lung resident IL-10^+^ effector T_reg_ cells^23^. In 10BiT*Foxp3* ^GFP^ mice injected with PBS, over 90% of CD45^+^ IL-10 producing cells in the hematopoietic compartment were non-T cells (Fig. 2f), likely macrophages^24^. However, in IL-33 injected mice, ILC2_10_ accounted for, on average, 44% of the total CD45^+^IL-10^+^ population, equaling or surpassing the non-T-cell compartment (Fig. 2f). In contrast, *Foxp3* ^GFP+^ T_reg_ cells and *Foxp3* ^GFP−^ T cells accounted for only 10% and 6% of the CD45^+^IL-10^+^ cell population, respectively. Thus, ILC2_10_ represent a major IL-10-producing subpopulation of ILC2 that are induced by IL-33 in vivo.

**Fig. 2:**
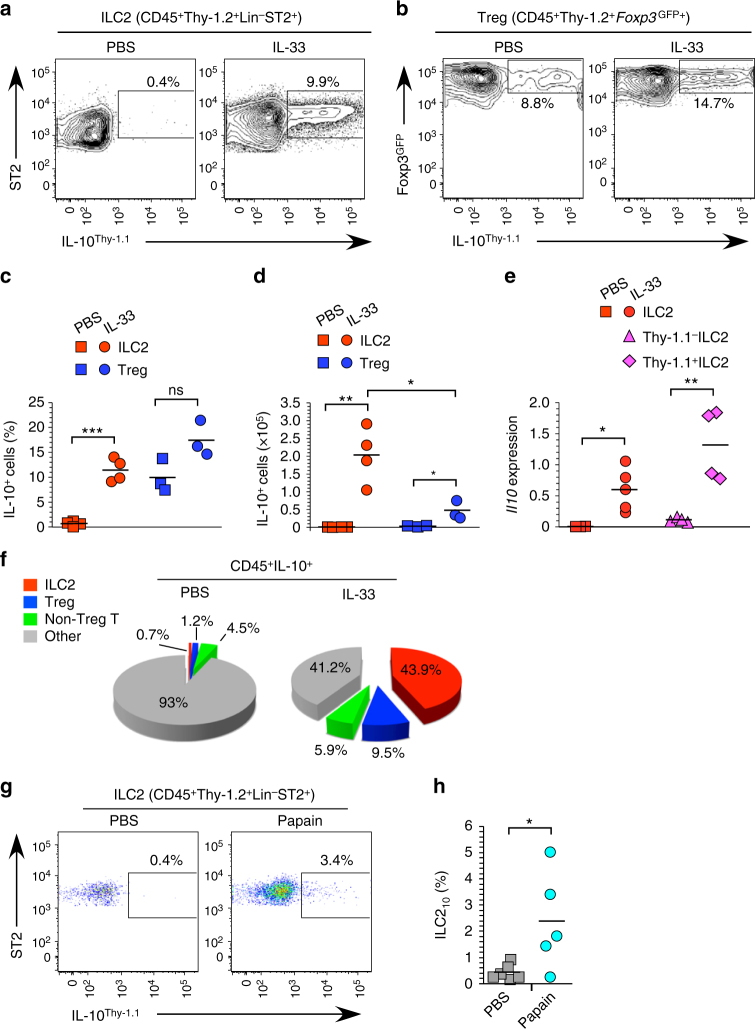
ILC2_10_ constitute a major subset of IL-10 producing lung hematopoietic cells. **a**, **b** Flow cytometry analysis of ILC2 (**a**) or T_reg_ cells (**b**) from the lungs of 10BiT*Foxp3* ^GFP^ dual reporter mice treated with PBS (left) or IL-33 (right). **c**, **d** Quantitation of the frequency (**c**) and number (**d**) of lung ILC2_10_ and T_reg_ cells, calculated from gates as in **a** and **b,** here and in all subsequent figures. **e** *Il10* gene expression from total ILC2 from wild-type mice (red) or subsets of ILC2 from 10BiT*Foxp3* ^GFP^ mice (pink) treated with PBS or IL-33. **f** Frequency of cell types including ILC2 as in **a**, T_reg_ cells as in **b**, non-T_reg_ T cells (Lin^+^Thy-1.2^+^GFP^–^) or other cells (Lin^+^Thy-1.2^–^GFP^–^), among the total CD45^+^IL-10^+^ population from the lungs of 10BiT*Foxp3* ^GFP^ animals treated with PBS or IL-33. **g** Analysis of lung ILC2_10_ in 10BiT*Foxp3* ^GFP^ animals following chronic treatment with PBS or papain. **h** Compiled data of frequency of ILC2_10_ in the lungs of papain-treated 10BiT*Foxp3* ^GFP^ mice gated as in **a**. Data are from at least two independent experiments with representative plots shown in **a**, **b**, **f**, **g** and compiled data on individual mice shown in **c**, **d**, **e**, **h**. ***P < 0.001, **P < 0.01, *P < 0.05, and ns (not significant, *P ≥ *0.05) (Student’s *t* test)

The ILC2 population expands upon treatment with the protease allergen papain, and these cells orchestrate T_h_2-driven immunity in the lung^25^. We have been unable to induce ILC2_10_ in response to acute treatment with papain. However, a more chronic stimulation regimen induced ILC2_10_ (Fig. 2g). There was significant variability in induction of ILC2_10_ in individual animals (Fig. 2h). Notably, there was a strong positive correlation of ILC2_10_ formation with the extent of inflammation and ILC2 activation, as assessed by increases in the frequency of tissue eosinophils and KLRG1 expression by ILC2, respectively (Supplementary Fig. 1). These results indicate that allergic responses can elicit ILC2_10_ generation, and suggest that ILC2_10_ formation is favored by chronic or highly inflammatory conditions.

### ILC2_10_ are generated by alternative activation

To determine if ILC2_10_ are a molecularly unique subset of ILC2, we sort-purified Thy-1.1^+^ and Thy-1.1^–^ ILC2 from IL-33 injected reporter animals and performed RNA-seq analysis. 

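The libraries analysed here comprise 3 of Thy-1.1+ ILC2 (ILC2_10_) and 3 of Thy-1.1- ILC2 (ILC2_act_) from lungs of IL-33-injected 10BiT*Foxp3* GFP mice, in which Thy-1.1 reports *Il10* and GFP *Foxp3* expression, and 2 each of Thy-1.1+ and Thy-1.1- splenic T_reg_ cells. The paper pooled 5 mice per experiment and gives sort purities above 95%. The cDNA was made by template switching as for the earlier experiment, and libraries were read on a NextSeq 500 with reads of 75 bp. Library construction differed, with Nextera indices here and an enzymatic fragmentation and ligation kit for the Ion Proton there. The authors again deposited FPKM from Cufflinks. A count of reads does not come with them, so the depth behind each value is unknown. Genes for which Cufflinks gave no estimate in a library because of low data, and 5 with a missing value, were left out, and 23529 were kept. Between 11514 and 12153 genes lay above 1 FPKM in the ILC2_10_ libraries, 10666 to 10768 in ILC2_act_, 10659 and 10761 in Thy-1.1+ T_reg_ cells and 10517 and 10681 in Thy-1.1- T_reg_ cells. No pair of replicates held more than 1 gene above 1 FPKM with the same value in both. Each pair of groups was compared as before, over 11564 genes for ILC2 and 10837 for T_reg_ cells. The libraries of vehicle and IL-33-injected mice were built with another kit, read on another sequencer and normalized in another table, so no gene was tested across the tables.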

In total, 774 genes were differentially expressed between ILC2_10_ and IL-33-activated IL-10^–^ ILC2 (ILC2_act_) (Supplementary Data 2). 

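By limma 1069 genes were higher and 121 lower in ILC2_10_, of 11564 tested. *Il10* was at 135 ± 21.0 FPKM (SD, n = 3) in ILC2_10_ and 13.2 ± 3.77 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 3.39 (standard error 0.22, adjusted p = 2.1e-05 from limma). It is the gene that the reporter follows. *Sftpd*, encoding the lung collectin surfactant protein D, was at 203 ± 36.0 FPKM (SD, n = 3) against 12.0 ± 1.24 FPKM (SD, n = 3), a log2 fold change of 4.07 (adjusted p = 1.9e-06 from limma). *Tcf7*, encoding a regulator of early ILC development, was at 13.3 ± 2.30 FPKM (SD, n = 3) against 42.5 ± 3.00 FPKM (SD, n = 3), and fell by 1.69 on the log2 scale (adjusted p = 7.7e-05 from limma). The per-gene equal-variance test of the paper's methods, on FPKM floored at 1 and adjusted over all genes tested, called 18 genes higher and 4 lower. The same test on log2 values called 599 and 46, and genes with a mean FPKM of at least 5 gave 459 and 71 by limma.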

Interestingly, the distribution of differentially expressed genes was skewed, with the vast majority more highly expressed by ILC2_10_ than ILC2_act_ (Fig. 3a). However, the majority of seemingly upregulated genes in ILC2_10_, were instead genes that failed to downregulate upon activation with IL-33, with *Il10* a notable exception (Fig. 3b). 

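Genes of lung structural cells were higher in ILC2_10_ as groups. All 23 tested endothelial genes passed (median log2 fold change 3.54), as did 15 of 16 genes of alveolar type 2 epithelium (median 3.66) and 10 of 11 of alveolar type 1 epithelium (median 3.06), with the same counts adjusted over the lists alone. *Sftpc* was at 6054 ± 1497 FPKM (SD, n = 3) in ILC2_10_ and 389 ± 50.9 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 3.94 (standard error 0.19, adjusted p = 7.0e-06 from limma). *Plvap*, an endothelial diaphragm gene, had a log2 fold change of 3.84 (adjusted p = 2.6e-06 from limma), and *Ager*, a marker of alveolar type 1 cells, of 3.66 (adjusted p = 8.1e-05 from limma). Camera in limma gave adjusted p of 1.2e-27 for the endothelial and 2.1e-16 and 1.4e-10 for the alveolar lists, and none of these calls held with an estimated correlation (adjusted p = 0.258 for each). Of 11 macrophage genes 9 were higher (median 1.98), of 11 genes of monocytes and dendritic cells 7 were higher and 2 lower (median 2.33), and of 5 neutrophil genes 4 were higher (median 3.57). The camera adjusted p of these lists were 1.1e-04, 0.00199 and 1.0e-03 in limma, with an adjusted p of 0.328 each with an estimated correlation. Of all genes that passed, 89.8% were higher in ILC2_10_. The share was 73.3% after quantile normalization, which moved the median of all genes from 0.03 to -0.12, and 85.0% with equal medians, which moved it to -0.11. Without the genes of other lung cell lists 974 genes were higher and 119 lower. Only list members were left out, so these counts cannot tell whether the remaining genes reflect RNA of other lung cells.

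**Figure D2:**
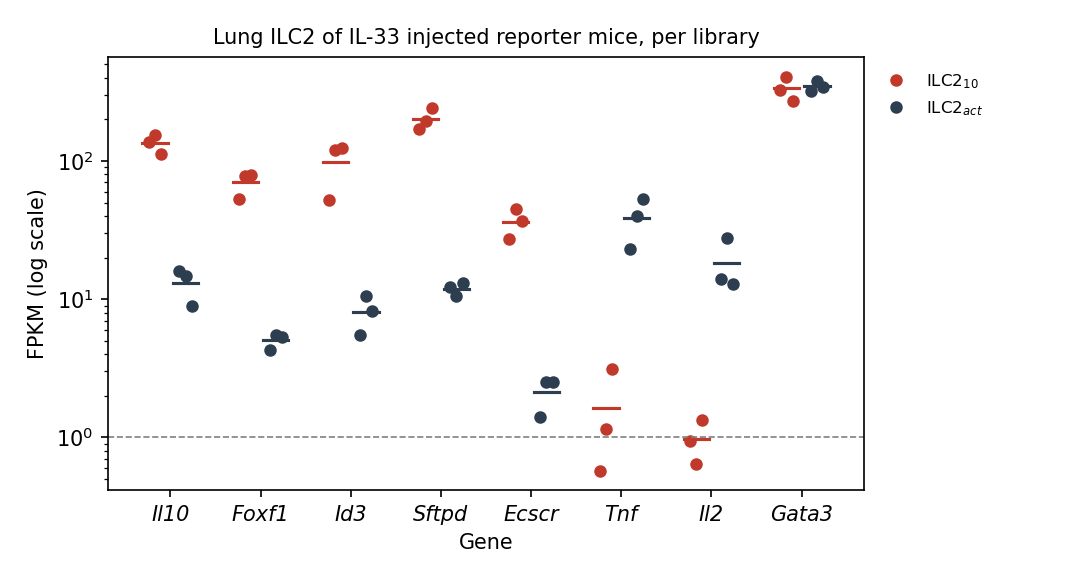
FPKM on a log axis of 8 genes in each library of ILC2_10_ (red, n = 3) and ILC2_act_ (dark, n = 3), with a bar at the mean of each group and a dashed line at the floor of 1 FPKM. *Il10*, *Foxf1*, *Id3*, *Sftpd* and *Ecscr* lie higher in every ILC2_10_ library, *Tnf* and *Il2* lie lower, and *Gata3* had a log2 fold change of -0.08.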

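Most genes higher in ILC2_10_ than in ILC2_act_ were lower in ILC2 of IL-33-injected than of vehicle-injected mice. Of 1045 such genes tested in both experiments, 1024 (98.0%) had a negative log2 fold change after IL-33 and 969 (92.7%) passed the test as lower. Random lists of the same size matched on mean expression had a median of 53.1% negative (at most 57.7%, 10000 lists) and 20% lower (at most 24.1%). The 82 structural lung cell genes tested in both experiments had changes of these signs without exception. *Inmt*, a fibroblast gene, was higher by 3.43 in ILC2_10_ and *Scgb1a1*, a club cell secretory gene, by 4.15 (adjusted p = 2.5e-04 and 0.00125 from limma). *Il10* was higher in both comparisons, as were *Retnla*, *Ear11*, *Acbd7* and *Exoc3l*. After IL-33 the log2 fold changes of these 4 genes were 1.57, 1.42, 2.67 and 1.15, and of them *Ear11*, *Acbd7* and *Exoc3l* were singled out after their values were seen. *Retnla* after IL-33 lost its call without PBS nA, PBS 1 or PBS 2 (adjusted p = 0.0728, 0.0550 and 0.143 from limma). The log2 fold changes there were 1.50, 1.78 and 1.435. Without Expand, which leaves a lone IL-33 library, its log2 fold change was 0.75, under the fold threshold. *Ear11* fell under the fold threshold without Expand (0.92). *Exoc3l* lost its call after IL-33 without PBS nA, PBS 1, Expand or WT (adjusted p = 0.0813, 0.139, 0.304 and 0.116 from limma), and in ILC2_10_ fell under the fold threshold without the ILC2_act_ library 03 or the ILC2_10_ library 04 (0.91 and 0.89), with equal medians (0.88) and with quantile normalization (0.82). From Fig. 3b the paper concludes that such genes failed to be downregulated on activation.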

Principal component analysis indicated that most of the variance between samples could be attributed to differences between experimental groups, suggesting biologically relevant differences (Fig. 3c). 

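A principal component analysis of the log2 floored FPKM of 12919 genes in the 11 ILC2 libraries put 57.7% of the variance on component 1 and 26.2% on component 2, with 5.41% on the third. On component 1 the PBS libraries scored -98.3, -101 and -116, the ILC2_act_ libraries 74.1, 63.8 and 63.7, and the ILC2_10_ libraries 35.8, 23.0 and 3.99, with the IL-33 libraries of the first experiment at 23.0 and 27.5. On component 2 the ILC2_10_ libraries scored -49.7, -57.7 and -69.8, the ILC2_act_ libraries 3.06, 5.45 and 3.84, and the IL-33 libraries 72.7 and 77.9. The first experiment was read on another sequencer and normalized in another table. Its IL-33 libraries hold total ILC2 rather than a Thy-1.1- fraction. *Ddx3y* was at 0.0113 and 0.153 FPKM in them, against 16.0, 18.3 and 19.9 FPKM in ILC2_act_. The distance between the IL-33 libraries and ILC2_act_ therefore cannot be told apart from the sequencer, library construction, sorted fraction or sex of the mice. With genes scaled to unit variance the shares were 48.7% and 21.3%, and with each table centred on its own mean 70.0% and 11.5%.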

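Across 12475 genes the mean profiles of ILC2_10_ and ILC2_act_ lay 90.4 log2 units apart and those of Thy-1.1+ and Thy-1.1- splenic T_reg_ cells 52.0, a ratio of 1.74. Replicates of 1 group lay on average 55.0 apart in ILC2_10_, 44.1 in ILC2_act_, 47.6 in Thy-1.1+ and 48.6 in Thy-1.1- T_reg_ cells. In T_reg_ cells 98 genes were higher and 50 lower in the Thy-1.1+ fraction by limma. *Il10* itself was at 27.6 ± 4.80 FPKM (SD, n = 2) against 0.815 ± 0.343 FPKM (SD, n = 2), and *Foxp3* at 112 ± 0.153 FPKM (SD, n = 2) against 96.0 ± 10.7 FPKM (SD, n = 2), a log2 fold change of 0.23 (adjusted p = 0.533 from limma). *Gzmb*, a cytotoxic granule protease, was higher by 1.86, and *Ccr7* and *Tcf7*, genes of resting lymphocytes, fell by 2.57 and 2.75 (adjusted p = 0.0136, 0.00209 and 0.0178 from limma). With 2 libraries per group in ILC2 as well, a median of 1015 genes (855 to 1269 over 9 choices) passed, against 148 in T_reg_ cells. With the tag in the sample names, whose meaning is not given, as a block 311 T_reg_ genes were higher and 123 lower by limma, and 186 and 76 in a fit of all 10 libraries. A test of the difference between both changes called 1010 of 12475 genes by limma. The ILC2 came from lung and the T_reg_ cells from spleen. Of the endothelial list 23 genes were tested in ILC2 and 3 in T_reg_ cells, and of the fibroblast list 13 and 1. Tissue, cell type and RNA of other lung cells therefore cannot be told apart in these counts and distances. Whichever 1 of the 4 T_reg_ libraries was left out, 0 genes passed by limma and 791 to 1187 had an unadjusted p under 0.05, with the lone library assumed to vary like the other group. The distance ratio was 1.06 with genes scaled to unit variance, and the per-gene equal-variance test of the paper's methods called 0 T_reg_ genes (1093 at an unadjusted p under 0.05). From the separation on Fig. 3d the paper states that the ILC2 populations differ more than the T_reg_ populations.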

ILC2_10_ and ILC2_act_ were more transcriptionally distinct cell populations than were IL-10^+^ and IL-10^–^ splenic T_reg_ cells isolated from identically treated reporter mice (Fig. 3d).

**Fig. 3:**
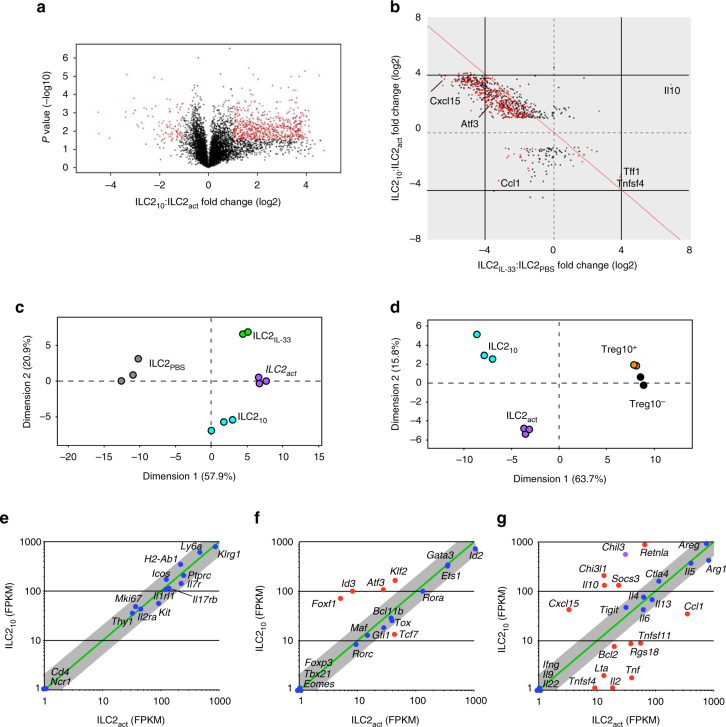
ILC2_10_ represent a molecularly distinct ILC2 activation state. **a** Volcano plot for differentially expressed genes, defined as in Fig. 1, comparing ILC2_10_ and IL-33 activated IL-10^–^ ILC2 (ILC2_act_). Genes defined as statistically significant analyzed as in Fig. 1 are shown in red. **b** Fold-change plot of differentially expressed genes in the intersection of indicated ILC2 populations. Genes defined as statistically significant in **a** are shown in red. **c** Principal component analysis of RNA-seq data from purified total ILC2 from PBS (ILC2_PBS_) or IL-33 (ILC2_IL-33_) injected mice, or from isolated ILC2_10_ or ILC2_act_ from IL-33 injected mice. **d** Principal component analysis of RNA-seq data comparing ILC2_10_ and ILC2_act_, with IL-10^+^ and IL-10^–^ T_reg_ cells_._ **e**–**g** Selected genes plotted as the average FPKM from ILC2_10_ vs. ILC2_act_, presented as in Fig. 1. Shown are expression of selected genes grouped by (**e**) ILC2 markers and markers of activation, (**f**) transcription factors, and (**g**) effector molecules (*Chil3*, purple, *P = *0.05). Data are from two or three independent experiments with five mice pooled per experiment **a**–**g**

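*Gata3* was at 335 ± 69.0 FPKM (SD, n = 3) in ILC2_10_ and 350.1 ± 30.4 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of -0.08 (adjusted p = 0.803 from limma). *Rora*, another regulator that ILC2 need, and *Bcl11b* had log2 fold changes of -0.39 (adjusted p = 0.0428) and -0.40 (adjusted p = 0.137) in the same limma fit, under the fold threshold. Of 17 ILC2 surface receptor genes 3 were lower in ILC2_10_, none was higher and 14 did not pass, with the same counts adjusted over the list alone. *Il1rl1* was at 106 ± 5.73 FPKM (SD, n = 3) against 122 ± 11.1 FPKM (SD, n = 3), a log2 fold change of -0.20 (adjusted p = 0.240 from limma). *Ptprc*, *Thy1*, *Icos* and *Il2ra* had log2 fold changes of -0.26, 0.11, 0.46 and -0.09 (adjusted p = 0.110, 0.596, 0.0110 and 0.718 from limma). The receptor list had a median of -0.20 (camera of limma adjusted p = 0.00129, and an adjusted p of 0.297 with an estimated correlation).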

Genes encoding a number of transcriptional regulators and cell surface proteins that mark the ILC2 lineage were expressed similarly in ILC2_10_ and ILC2_act_ (Fig. 3e, f). 

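*Mki67* was at 47.8 ± 9.14 FPKM (SD, n = 3) in ILC2_10_ and 36.9 ± 5.96 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 0.37 (adjusted p = 0.184 from limma). *Klrg1* had a log2 fold change of -0.13 (adjusted p = 0.641) in the same limma fit. *Il13*, at 68.7 ± 8.90 FPKM (SD, n = 3) against 86.8 ± 1.18 FPKM (SD, n = 3), *Il5*, the main eosinophil growth factor gene, and *Areg*, encoding the epithelial growth factor amphiregulin, had log2 fold changes of -0.35, -0.17 and 0.35 (adjusted p = 0.0642, 0.739 and 0.124 from limma). Of 30 proliferation genes 0 passed the test in either direction by limma, also when adjusted over the list alone. Their median log2 fold change was 0.26 (camera of limma adjusted p = 0.0237, and 0.665 as the adjusted p with an estimated correlation). Of 10 type 2 effector genes 2 were lower and 8 did not pass, with the same counts adjusted over the list alone and a median of -0.26 (camera of limma adjusted p = 0.0122, and 0.328 as the adjusted p with an estimated correlation). *Csf2*, the GM-CSF gene, fell from 565 ± 88.1 FPKM (SD, n = 3) to 71.5 ± 27.2 FPKM (SD, n = 3).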

The data also indicated that ILC2_10_ received an activation signal, as *Mki67*, *Klrg1*, *Il5*, *Il13*, and *Areg* were expressed similarly by ILC2_10_ and ILC2_act_ (Fig. 3e, g). *Maf*, a transcription factor that regulates IL-10 production in some cell types^26^, was not differentially expressed by ILC2_10_ (Fig. 3f). However, transcriptional regulators *Id3*, *Foxf1, Atf3*, and *Klf2* were more highly expressed by ILC2_10_ (Fig. 3f). 

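*Maf* had a log2 fold change of -0.20 (standard error 0.12, adjusted p = 0.355 from limma). Of 10 genes of Tr1 cells and IL-10 regulation 1 was higher, 1 lower and 8 did not pass, with the same counts adjusted over the list alone (median log2 fold change -0.05, camera of limma adjusted p = 0.366). *Batf*, encoding an AP-1 family factor of activated lymphocytes, had a log2 fold change of -0.25 (adjusted p = 0.125 from limma).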

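*Foxf1*, a forkhead factor gene of lung mesenchyme and vessels, lies on chromosome 8 of GRCm38 from 121084386 to 121088154. It was at 70.5 ± 14.7 FPKM (SD, n = 3) in ILC2_10_ and 5.04 ± 0.675 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 3.79 (standard error 0.18, adjusted p = 5.8e-06 from limma). *Id3*, an E protein inhibitor on chromosome 4 of GRCm38 from 136143822 to 136145392, was at 98.7 ± 40.2 FPKM (SD, n = 3) against 8.12 ± 2.54 FPKM (SD, n = 3), a log2 fold change of 3.55 (standard error 0.35, adjusted p = 1.7e-04 from limma). *Atf3*, a stress-induced factor, and *Klf2*, a regulator of lymphocyte quiescence and of endothelium, had log2 fold changes of 1.97 and 1.92 (standard errors 0.26 and 0.15, adjusted p = 8.2e-04 and 5.8e-05 from limma). *Atf3* and *Klf2* belong to a list of 26 immediate early and dissociation genes, of which 8 were higher, 1 lower and 17 did not pass, with the same counts adjusted over the list alone and a median of 0.31 (camera of limma adjusted p = 0.0121, and 0.562 as the adjusted p with an estimated correlation). Mesenchymal genes were higher in the same libraries, with 12 of 13 fibroblast genes (median 3.20) and 7 of 8 genes of smooth muscle and pericytes (median 2.53), also when adjusted over the lists alone. Camera in limma gave these lists adjusted p of 1.4e-09 and 1.4e-06, and adjusted p of 0.299 and 0.303 with an estimated correlation. *Sparc*, a matrix protein gene of fibroblasts, had a log2 fold change of 3.48 (adjusted p = 4.9e-05 from limma).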

The differential expression of these genes was confirmed by RT-qPCR (Supplementary Fig. 2).

*Retnla*, encoding the secreted protein resistin-like molecule alpha (RELMα), which functions as a negative regulator of the T_h_2 response during helminth infection^27^ and is associated with alternatively activated macrophages^28^, was more highly expressed in ILC2_10_ (Fig. 3g, Supplementary Fig. 2). In contrast, *Tnf*, *Lta*, *Il2*, and *Ccl1* genes encoding pro-inflammatory effector molecules, were poorly expressed by ILC2_10_ (Fig. 3g). 

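*Retnla*, on chromosome 16 of GRCm38 from 48842552 to 48844461, was at 899 ± 362 FPKM (SD, n = 3) in ILC2_10_ and 64.8 ± 24.0 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 3.78 (standard error 0.36, adjusted p = 1.4e-04 from limma). Other genes of alternatively activated macrophages were higher as well. *Chil3*, which encodes the chitinase-like protein Ym1 and may share reads with its close paralog *Chi3l4*, was at 570.3 ± 292 FPKM (SD, n = 3) against 30.3 ± 9.37 FPKM (SD, n = 3) (adjusted p = 1.1e-04 from limma). Of 9 such genes 6 were higher, 1 was lower and 2 did not pass, with the same counts adjusted over the list alone and a median log2 fold change of 3.16 (camera of limma adjusted p = 0.00356, and 0.258 as the adjusted p with an estimated correlation). Macrophage genes not tied to this activation state were also higher, among them *Lpl* by 3.16 and *C1qb* by 3.86 (adjusted p = 5.5e-04 and 3.3e-04 from limma).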

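Genes of pro-inflammatory mediators were lower in ILC2_10_. *Tnf* was at 1.62 ± 1.35 FPKM (SD, n = 3) against 38.8 ± 15.2 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of -4.58 (standard error 0.45, adjusted p = 1.7e-04 from limma). *Ccl1*, encoding a ligand of the chemokine receptor CCR8, was at 35.1 ± 15.8 FPKM (SD, n = 3) against 349 ± 10.3 FPKM (SD, n = 3), a log2 fold change of -3.41 (standard error 0.26, adjusted p = 5.0e-05 from limma). *Lta*, encoding lymphotoxin alpha, and *Il2* fell by 2.78 and 3.95 on the log2 scale (adjusted p = 4.1e-04 and 4.6e-05 from limma). Of 18 pro-inflammatory cytokine and chemokine genes 9 were lower, 1 was higher and 8 did not pass, or 10 lower and 2 higher when adjusted over the list alone. Their median log2 fold change was -1.51 (camera of limma adjusted p = 5.0e-08, and 0.258 as the adjusted p with an estimated correlation). In ILC2_10_ against ILC2_act_ each of the 4 genes kept its call whichever 1 library was left out. After IL-33 against vehicle, 11 of 20 tested genes of this list were lower and 3 higher (median -1.21, camera of limma adjusted p = 0.0684). There *Tnf*, *Lta*, *Il2* and *Ccl1* had log2 fold changes of -1.28, -1.26, -3.68 and -3.39. These 4 genes were thus lower in ILC2_10_ than in ILC2_act_ and also lower after IL-33 than after vehicle. The calls of *Tnf* and *Lta* after IL-33 depended on the setting and on the libraries used. With equal medians *Tnf* and *Lta* lost the call after IL-33 (adjusted p = 0.0523 and 0.0598 from limma). Quantile normalization gave the same loss (adjusted p = 0.0598 and 0.0631 from limma). *Tnf* also lost it without PBS 1 (adjusted p = 0.0747 from limma), and fell under the fold threshold without PBS nA (-0.87). *Lta* lost it without PBS 1 or PBS 2 (adjusted p = 0.109 and 0.103 from limma). Without Expand, leaving a lone IL-33 library, the changes of *Tnf*, *Lta* and *Il2* were -1.495, -0.64 and -2.59. Without WT those of *Tnf* and *Il2* were -1.06 and -4.78.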

Other differentially expressed genes that encode immunomodulatory proteins included *Tnfsf11* (also expressed by ILC3^29^) and *Cxcl15*, the latter of which promotes neutrophil recruitment in the lung^30^ (Fig. 3g). 

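*Tnfsf11*, the RANKL gene, fell from 55.0 ± 7.91 FPKM (SD, n = 3) in ILC2_act_ to 8.94 ± 1.34 FPKM (SD, n = 3) in ILC2_10_, a log2 fold change of -2.62 (standard error 0.15, adjusted p = 1.2e-05 from limma). *Cxcl15*, which the lung epithelium expresses, was at 43.1 ± 18.2 FPKM (SD, n = 3) in ILC2_10_ and 3.26 ± 0.687 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 3.66 (standard error 0.29, adjusted p = 5.7e-05 from limma). *Cxcl15* is 1 of the 16 alveolar type 2 genes, beside which *Chil1* was higher by 3.99 and *Il33*, the alarmin gene, by 3.66 (adjusted p = 3.8e-06 and 2.3e-04 from limma). *Cxcl15* was matched in the table through its older symbol and its locus.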

There are also likely signaling changes in ILC2_10_, as *Rgs18*, a negative regulator of G-protein-coupled receptor signaling implicated in platelet function and lineage choices in the bone marrow^31, 32^, is downregulated in these cells.

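*Rgs18* was at 8.75 ± 3.85 FPKM (SD, n = 3) in ILC2_10_ and 37.1 ± 11.4 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of -2.14 (standard error 0.35, adjusted p = 0.00304 from limma). It was lower in every ILC2_10_ library than in any ILC2_act_ library, and the call held whichever 1 library was left out. The per-gene equal-variance test of the paper's methods, adjusted over all genes tested, did not call *Rgs18*. Its adjusted p in that test was 0.142 on floored FPKM and 0.0933 on log2 values.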

IL-33 activated ILC2 upregulated expression of genes encoding the coinhibitory receptors CTLA4 and TIGIT (Fig. 1g). However, these genes were not differentially expressed by ILC2_10_ and ILC2_act_ (Fig. 3g), and thus may play a more general role in ILC2 homeostasis and/or function. 

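*Ctla4* was at 163 ± 41.6 FPKM (SD, n = 3) in ILC2_10_ and 113 ± 27.2 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 0.52 (standard error 0.21, adjusted p = 0.151 from limma). *Tigit* was at 47.7 ± 11.7 FPKM (SD, n = 3) against 31.0 ± 7.13 FPKM (SD, n = 3), a log2 fold change of 0.62 (standard error 0.21, adjusted p = 0.0842 from limma). Neither difference passed the test. Of 11 coinhibitory genes 1 was higher, 1 lower and 9 did not pass, with the same counts adjusted over the list alone (median log2 fold change -0.09, camera of limma adjusted p = 0.849). The higher gene was *Entpd1*, which encodes the ATP-degrading enzyme CD39, with a log2 fold change of 3.05 (adjusted p = 4.3e-05 from limma). Whether its transcripts came from ILC2 or from other lung cells was not tested.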

Taken together, ILC2_10_ downregulate genes associated with inflammation and have a gene expression profile that is more similar to naïve ILC2, with the important exception of *Il10*.

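Of 119 genes lower in ILC2_10_ than in ILC2_act_ and tested in both experiments, 17 were higher and 40 lower after IL-33 than after vehicle. Across 11167 genes the log2 fold changes of both comparisons had a Pearson r of -0.68 and a Spearman rho of -0.34, where genes are not independent replicates. Airway genes were higher in ILC2_10_ (5 of 7, or 6 adjusted over the list alone, median 2.74, camera of limma adjusted p = 1.2e-04) and lower after IL-33 (9 of 11, or 11 adjusted over the list alone, median -2.78, camera of limma adjusted p = 3.5e-04). The adjusted p with an estimated correlation were 0.258 and 0.480 from limma.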

### Contraction and recall of ILC2_10_ in vivo

To determine if ILC2_10_ would be maintained in vivo in the absence of stimulus, we induced ILC2_10_ formation in 10BiT*Foxp3* ^GFP^ mice with four daily injections of IL-33, and then analyzed at day 14 and day 30 (Fig. 4a). The expanded population of ILC2 persisted to day 30 (Fig. 4b, c). In contrast, there was near complete loss of cells with the ILC2_10_ phenotype at both day 14 and day 30 (Fig. 4d, e), another distinguishing feature of this effector cell subpopulation. We considered the possibility that ILC2_10_ effectors were lost from the lung due to migration to the draining lymph nodes (LN). However, while a small population of ILC2_10_ was maintained in the lung at day 14 (Fig. 4d, Supplementary Fig. 3a), there was no substantial ILC2_10_ population in the mediastinal LN at this time point (Supplementary Fig. 3a).

**Fig. 4:**
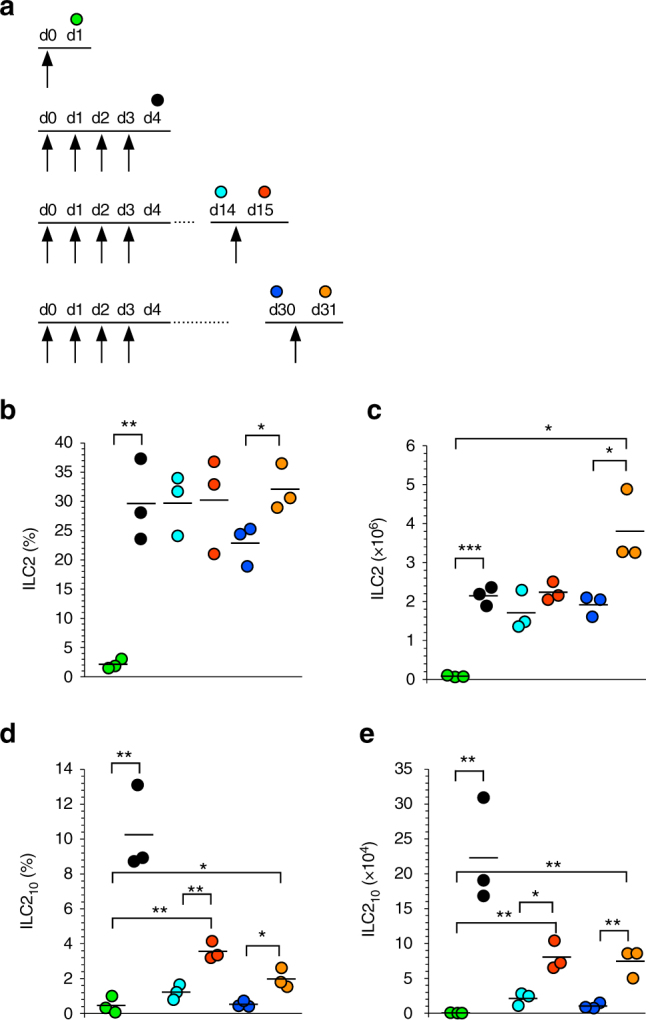
ILC2_10_ effector cells exhibit memory-like properties in vivo. **a** Timeline for ILC2_10_ recall experiment using 10BiT reporter mice, with colors corresponding to day of cell analysis. Arrows indicate IL-33 injections. **b**–**e** Frequency (**b**, **d**) and number (**c**, **e**) of total ILC2 (**b**, **c**) or ILC2_10_ (**d**, **e**) with experimental protocol in **a**. Data are from one experiment with three mice per group (**b**–**e**). ***P < 0.001, **P < 0.01, *P < 0.05 (Student’s *t* test)

Alternatively, ILC2_10_ might have extinguished *Il10* expression and downregulated the reporter over the 2-week period. To address this, we re-challenged mice with a single injection of IL-33 at day 14 and analyzed the following day (Fig. 4a). In previously untreated mice, a single injection of IL-33 failed to induce production of ILC2_10_ within 24 h (Fig. 4d, e compared to Fig. 2c, d) (PBS vs. single IL-33 injection; frequency of ILC2_10_, 0.67 ± 0.48% vs. 0.46 ± 0.48%; number of ILC2_10_, 576 ± 362 vs. 313 ± 287). Total ILC2 did not significantly increase in frequency or numbers upon administration of recall IL-33 at day 14 (Fig. 4b, c). However, by day 30, the cells were sensitive to a single injection of IL-33, expanding an additional 1.7-fold on average (Fig. 4b, c). In contrast, at day 14, recall with a single injection of IL-33 revealed persistence of ILC2_10_ effector cells, although well below starting levels (Fig. 4d, e). Like their day 4 counterparts, ILC2_10_ at day 15 expressed more *Il10* mRNA than reporter negative cells (Supplementary Fig. 3b). Similarly, a single injection of IL-33 at day 30 revealed maintenance of a small population of ILC2_10_ that could be detected at day 31. Together, these data suggest contraction of the ILC2_10_ population following removal of stimulus, with persistence of a subset of ILC2_10_ that can be expanded and/or reactivated to produce IL-10 with minimal stimulation.

### In vitro generated ILC2_10_ share similarities with those in vivo

As only a subset of activated ILC2 differentiated into ILC2_10_, we sought to determine the requirements for their generation. Ex vivo ILC2 cultured with IL-33 and the survival factor IL-7 expanded tenfold over 6 days and secreted IL-13, but failed to produce IL-10 (Fig. 5a). Others have shown that ILC2 activated in vitro with IL-33 and thymic stromal lymphopoietin also produce IL-13 and IL-5, but not IL-10^6^. Exogenous IL-2 has been shown to promote the in vivo expansion of lung ILC2, and can enhance IL-13 production^33^. The addition of IL-2 did not alter cell expansion in culture, but did lead to detectable IL-10 production and enhanced IL-13 secretion (Fig. 5a). As TGF-β and all-*trans* retinoic acid (RA) modulate T_reg_ cell differentiation from naïve CD4^+^ T cells^34^, we also tested the effects of these factors on cultured ILC2. No IL-10 was produced in cultures with addition of RA alone (Fig. 5a). However, addition of IL-2 and RA significantly increased IL-10 production with no effect on IL-13, and modestly increased cell yield when compared to stimulation of cultures under basal conditions (Fig. 5a). TGF-β inhibited IL-2 and RA induced IL-10 expression, but also enhanced proliferation when added in combination with IL-2 (Fig. 5a). To determine how these factors would impact previously generated ILC2_10_ effector cells, we sort purified ILC2 from IL-33-treated mice and cultured them under similar conditions (Fig. 5b). IL-13 and IL-10 were produced when activated ILC2 were cultured solely with IL-33 and IL-7, consistent with prior in vivo generation of ILC2_10_. Addition of IL-2 or RA, or the combination of the two had little effect. TGF-β once again inhibited IL-10 production, although this effect was overcome by addition of IL-2.

**Fig. 5:**
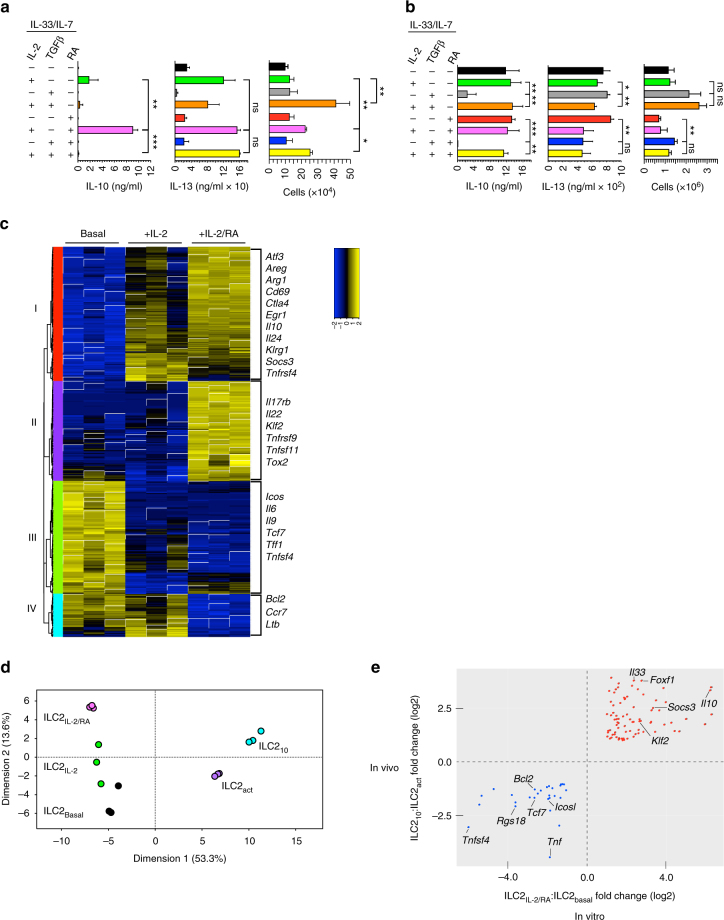
Expression profile of in vitro generated ILC2_10_. **a**, **b** ILC2 from untreated (**a**) or IL-33-treated (**b**) wildtype mice were sorted and 5000 cells cultured for 6 days in the presence of IL-7 and IL-33 with the addition of indicated cytokine(s) and/or RA. Culture supernatants were harvested for IL-10 and IL-13 determination, and total cells were counted. **c** RNA-seq analysis of differentially expressed genes from in vitro stimulated ILC2 as indicated (ANOVA test with Benjamini and Hochberg correction). Examples of genes contained within each cluster (I, II, III, IV) are listed to the right of each cluster. **d** Principal component analysis of RNA-seq data presented in **c** and compared to isolated ILC2_10_ or ILC2_act_ from IL-33 injected mice. **e** Genes that were either upregulated (top right quadrant) or downregulated (bottom left quadrant) in indicated groups. Data are from three **a**–**e** independent experiments with two (**a**, **b**) or four (**c**–**e**) animals pooled per experiment. Error bars are standard deviation ***P < 0.001, **P < 0.01, *P < 0.05 and ns (not significant, *P ≥ *0.05) (Student’s *t* test)

To further dissect the molecular changes that occur during ILC2_10_ generation, we cultured naïve ILC2 in vitro in the presence of ILC2_10_ polarizing cytokines and performed RNA-seq analysis (Supplementary Data 3). Changes in gene expression could be grouped into four clusters; gene expression induced by IL-2 in the presence or absence of RA (cluster 1), genes upregulated specifically in the presence of RA (cluster 2), genes downregulated by IL-2 in the presence or absence of RA (cluster 3), and genes specifically downregulated in the presence of RA (cluster 4) (Fig. 5c). Genes encoding immunomodulatory proteins were found among all four clusters (Fig. 5c). As expected, *Il10* was found in cluster 1, but *Il24* and *Il22* were contained in clusters 1 and 2, respectively, with the latter normally associated with ILC3. The cultured ILC2 also expressed *Gata3* and *Rora*, but failed to express *Rorc* or *Tbx21*, indicating that they remained ILC2 lineage cells (Supplementary Data 3).

Principal component analysis indicated that cultured ILC2 were genetically distinct from their in vivo counterparts (Fig. 5d), although there was some overlap between in vitro and in vivo generated ILC2_10_ (Fig. 5e). Expression of the *Il9* gene, which was not detected in ILC2_act_ or ILC2_10_ when generated in vivo (Fig. 3g), was expressed by cultured ILC2 but downregulated under ILC2_10_ generating conditions (Fig. 5c). Both in vivo and in vitro generated ILC2_10_ expressed *Il10*, but also had higher expression of transcriptional regulators *Foxf1, Klf2*, and *Atf3* (Figs. 3f and 5c, e). 

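In the in vivo libraries *Il9* was at most 0.184 FPKM in any of the 6 libraries of ILC2_10_ and ILC2_act_, below the level needed for a test. *Il4*, another type 2 cytokine gene, was at 77.3 ± 6.45 FPKM (SD, n = 3) in ILC2_10_ and 62.0 ± 11.7 FPKM (SD, n = 3) in ILC2_act_. The cultured cells were not analysed here.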

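In the in vivo libraries *Klf2* was at 163 ± 13.3 FPKM (SD, n = 3) in ILC2_10_ and 43.7 ± 9.97 FPKM (SD, n = 3) in ILC2_act_. It lies on chromosome 8 of GRCm38 from 72319062 to 72321654. *Atf3*, on chromosome 1 of GRCm38 from 191170297 to 191183333, was at 107 ± 25.5 FPKM (SD, n = 3) against 28.1 ± 10.6 FPKM (SD, n = 3). Of the 3 ILC2_10_ libraries the lowest *Foxf1* value was 53.5 FPKM, above the highest ILC2_act_ value of 5.53 FPKM. The limma calls of *Foxf1*, *Klf2* and *Atf3* held whichever 1 library was left out. On floored FPKM, adjusted over all genes tested, the per-gene equal-variance test of the paper's methods called none of them. The adjusted p in that test were 0.0816, 0.0542 and 0.112. On log2 values the same test did not call *Atf3* (adjusted p = 0.0598). The cells generated in vitro were not analysed here.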

In human macrophages, IL-10 acts in part by activating STAT3, resulting in downstream anti-inflammatory action^35^. SOSC3 is a key factor involved in the fine-tuning of pro- and anti- inflammatory responses by modulating STAT3 activity^36^. Both in vivo and in vitro ILC2_10_ showed increased *Socs3* expression (Figs. 3g and 5c, e). 

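*Socs3*, a feedback inhibitor of STAT3 signaling, was at 134 ± 42.2 FPKM (SD, n = 3) in ILC2_10_ and 23.4 ± 4.31 FPKM (SD, n = 3) in ILC2_act_ in vivo, a log2 fold change of 2.49 (standard error 0.23, adjusted p = 1.1e-04 from limma). Of 11 IL-2 and STAT5 target genes 1 was higher, 1 lower and 9 did not pass, or 1 and 2 when adjusted over the list alone (median -0.09, camera of limma adjusted p = 0.366).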

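In the in vivo libraries *Tnfsf4*, the OX40 ligand gene, fell from 9.09 ± 1.64 FPKM (SD, n = 3) in ILC2_act_ to 0.861 ± 0.482 FPKM (SD, n = 3) in ILC2_10_, a log2 fold change of -3.05 (standard error 0.21, adjusted p = 2.7e-05 from limma). *Bcl2*, an inhibitor of mitochondrial apoptosis, was at 7.79 ± 2.25 FPKM (SD, n = 3) against 19.0 ± 3.60 FPKM (SD, n = 3), a log2 fold change of -1.31 (standard error 0.24, adjusted p = 0.00549 from limma). The per-gene equal-variance test, adjusted over all genes tested, did not call *Bcl2* on floored FPKM or log2 values (adjusted p = 0.124 and 0.0988). *Tnf* lay between 0.576 and 3.15 FPKM in the ILC2_10_ libraries and between 23.2 and 53.5 FPKM in ILC2_act_. Of 11 apoptosis regulator genes 2 were lower and 9 did not pass, with the same counts adjusted over the list alone (median 0.05, camera of limma adjusted p = 0.331).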

Other shared gene changes included downregulation of genes that are associated with inflammation such as *Tnfsf4* and *Tnf*, as well as the anti-apoptotic factor *Bcl2* (Fig. 5e).

### ILC2_10_ generation is enhanced by IL-2

IL-2 complexed with anti-IL-2-monoclonal antibody (IL-2c) expands cells that express the high affinity IL-2 receptor (CD25), including T_reg_ cells^37^. As ILC2 express CD25 and addition of IL-2 to naive ILC2 induced ILC2_10_ generation, we determined whether IL-2c would influence in vivo generation of ILC2_10_ effector cells. Overall expansion of ILC2 was similar between mice injected with IL-33 in the absence or presence of IL-2c (Fig. 6a), yet the administration of IL-2c significantly increased the ILC2_10_ population (Fig. 6b, c). Moreover, within the ILC2_10_ population, *Il10* reporter expression was significantly increased by IL-2c administration (Fig. 6d), although ST2 (IL-33R) expression was unchanged (Fig. 6e).

**Fig. 6:**
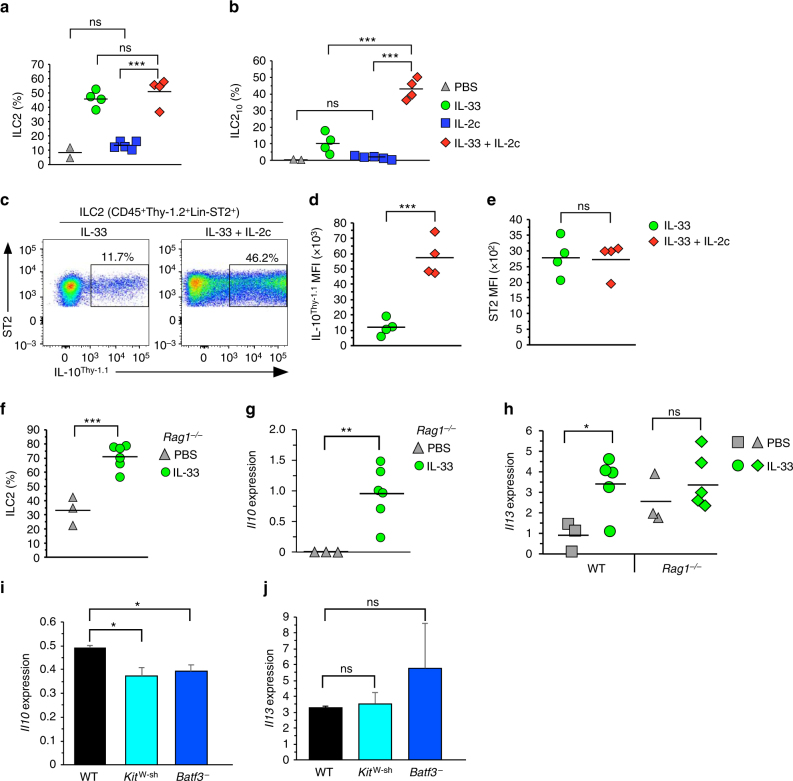
IL-2 complex enhances ILC2_10_ effector cell generation in vivo. **a**, **b** Frequency of ILC2 (**a**) or ILC2_10_ (**b**) from the lungs of 10BiT*Foxp3* ^GFP^ dual reporter mice treated for four consecutive days as indicated. **c** Flow cytometry analysis of ILC2_10_ from mice injected with either IL-33 alone or IL-33 and IL-2c as a frequency of total ILC2 (Lin^–^CD45^+^Thy-1.2^+^ST2^+^). **d**, **e** Thy-1.1 (**d**) or ST2 (**e**) MFI, gated as in **c**. **f** Frequency of ILC2 within the CD45^+^Thy-1.2^+^ cell population from PBS or IL-33-treated *Rag1* ^–/–^ mice. **g**, **h** Quantitative RT-PCR analysis of *Il10* (**g**) or *Il13* (**h**) gene expression in ILC2 sorted from wildtype (WT) or *Rag1* ^–/–^ mice with indicated treatments. **i**, **j** ILC2 were sort purified from IL-33 injected animals deficient in either mast cells (*Kit* ^*W-sh*^) or CD103^+^ dendritic cells (*Batf3* ^–^) and analyzed for *Il10* (**i**) or *Il13* (**j**) gene expression. Data are from two or three independent experiments with representative plot shown in **c**, compiled data on individual mice shown in **a**, **b**, **d**, **e**, **f**, **g**, **h**, and mean+standard deviation in **i**, **j**. ***P < 0.001, **P < 0.01, *P < 0.05 and ns (not significant, *P* > 0.05) (Student’s *t* test)

IL-33 induced both ILC2 expansion and upregulation of the *Il10* gene in ILC2 from *Rag1* ^*–/–*^ mice (Fig. 6f, g), demonstrating that T cells were not required for ILC2_10_ generation. There was no significant difference in *Il13* gene expression in response to IL-33 in *Rag1* ^*–/–*^ mice, seemingly due to increased basal expression (Fig. 6h). Thus, the adaptive immune system may have an inhibitory role in the basal activation state of ILC2.

Mast cells and CD103^+^ dendritic cells (DC) have been described as in vivo sources of IL-2 and RA, respectively^38, 39^. To determine if ILC2_10_ generation was compromised in the absence of these cell types, we injected mutant animals that lacked either mast cells (*Kit* ^*W-sh*^) or CD103^+^CD11b^–^ DC (*Batf3* ^*–*^) with IL-33 and analyzed the expression of the *Il10* gene in isolated ILC2. In both mutant strains, there was a modest but significant decrease in *Il10* expression from ILC2 (Fig. 6i) with no significant change in *Il13* expression (Fig. 6j).

### In vivo generation of ILC2_10_ reduces eosinophil recruitment

ILC2-derived IL-5 and IL-13 play key roles in recruitment of eosinophils to lung, the latter cytokine acting via localized CCL11 (eotaxin 1) and CCL24 (eotaxin 2) production^40, 41^. To address the relationship between ILC2_10_ generation and recruitment of eosinophils, we injected mice with IL-2c and IL-33 alone or in combination. As expected, IL-33 increased the number of lung eosinophils as compared to untreated animals (Supplementary Fig. 4a, b). Surprisingly, the administration of IL-2c in addition to IL-33 significantly reduced eosinophil accumulation (Supplementary Fig. 4a, b). This was not accompanied by any loss of IL-5 or IL-13 producing ILC2 in response to IL-2c, and indeed a greater proportion of ILC2_10_ (favored by IL-2c treatment) were IL-5^+^IL-13^+^ double producers (Supplementary Fig. 4c). Others have reported that IL-2 and IL-33 increases CCL11 expression in lung parenchyma^41^. We also observed this, as well as a possible trend towards increased CCL24 that did not reach significance (Supplementary Fig. 4d, e). We also considered the possibility that despite low or absent expression of CD25 by eosinophils, that IL-2c might directly inhibit their migration. However, IL-2c had no effect on eosinophil migration to CCL11 in culture (Supplementary Fig. 4f).

To eliminate any confounding factors due to expansion of T_reg_ cells or other T or B cells, we performed the same experiment with *Rag1* ^–/–^ mice, which lack adaptive immune cells but generate ILC2_10_ (Fig. 6g). As a negative control, we used NSG mice which lack B cells, T cells, and ILC2, the latter due to due to lack of the common cytokine receptor gamma chain. IL-33 alone  or in combination with IL-2c induced similar expansion of ILC2 in *Rag1* ^–/–^ mice (Fig. 7a–c). In contrast, while IL-33 increased lung eosinophils in *Rag1* ^–/–^ mice, animals treated with IL-33 and IL-2c had a significant reduction in lung eosinophilia (Fig. 7d–f). The frequency and number of eosinophils were extremely low in the lungs of treated NSG mice, pointing to the dominant role of ILC2 in driving eosinophil migration into lung tissue (Fig. 7d, e). Together, these data indicate that the extensive generation of ILC2_10_ by IL-33 and IL-2c is associated with reduced eosinophil migration into the lung.

**Fig. 7:**
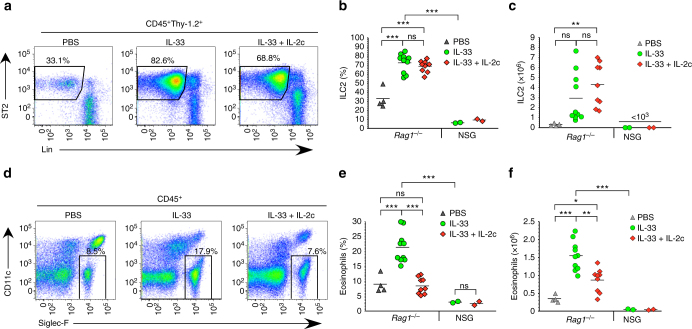
In vivo generation of ILC2_10_ is associated with reduced eosinophil recruitment. **a** *Rag1* ^−/−^ mice were injected with the indicated cytokines for four consecutive days and analyzed for lung ILC2 the following day. **b**, **c** Compiled data of ILC2 frequency (**b**) and numbers (**c**) from *Rag1* ^−/−^ or NSG mice treated as in **a**. **d** *Rag1* ^−/−^ mice treated as in **a** analyzed for lung eosinophils. **e**, **f** Compiled data of eosinophil frequency (**e**) and numbers (**f**) from *Rag1* ^−/−^ or NSG mice treated as in **d**. Data are from one (NSG) or four (*Rag1* ^−/−^) independent experiments with representative plots shown in **a**, **d** and compiled data on individual mice shown in **b**, **c**, **e**, **f**. ***P < 0.001, **P < 0.01, *P < 0.05 and ns (not significant, *P* > 0.05) (Student’s *t* test)

## Discussion

The parallels between CD4^+^ T_h_ effector cells and helper-like ILC have oft been noted, yet the generation of a specific IL-10 expressing effector population within the ILC2 lineage has not been reported. Here, we identified an ILC2 subpopulation, induced by IL-33 in vivo, that produces IL-10 and is molecularly distinct from activated IL-10^–^ ILC2 and IL-10^+^ T_reg_ cells. In addition to high levels of the anti-inflammatory cytokine IL-10, we observed that ILC2_10_ poorly express some pro-inflammatory genes when compared to ILC2_act_. In vivo, these cells express *Retnla*, which is also anti-inflammatory in some model systems^5, 27, 28^. Moreover, there is no detectable expression of IL-9, as in some pro-inflammatory ILC2^42^. Therefore, ILC2_10_ may prove to have anti-inflammatory properties. Recently, tumor infiltrating CD56^+^CD3^−^ ILC, possibly of NK cell origin, have been identified^43^. While these cells do not produce IL-10, they do possess the ability to suppress T cell cytokine production and expansion. In addition, ILC that secrete IL-10 and suppress ILC1 and ILC3 have recently been identified in the gut^44^. However, unlike ILC2_10_, these regulatory cells express a distinct gene profile of transcription factors as compared to known ILC subsets, including lack of expression of *Gata3*. Together, the accumulating data points to great heterogeneity and likely functional complexity, including both pro- and anti-inflammatory activity, in the ILC compartment.

Interestingly, ILC2_10_ were also produced in the lungs of mice upon chronic stimulation with the allergen papain. It is unknown what caused individual variability in the ILC2_10_ response in this system. But the fact that the frequency of ILC2_10_ strongly correlated with the extent of ILC activation and eosinophilia, suggests that ILC2_10_ production is a byproduct of highly inflammatory conditions, as would be mimicked by direct injection of IL-33. This is consistent with an immunomodulatory role for ILC2_10_.

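*Foxp3* was at most 0.0955 FPKM in any ILC2_10_ or ILC2_act_ library. In splenic T_reg_ cells read on the same sequencer it lay between 88.4 and 112 FPKM in the 4 libraries. Of 12 T_reg_ signature genes tested between ILC2_10_ and ILC2_act_ 1 was higher, 2 lower and 9 did not pass, with the same counts adjusted over the list alone (median -0.23, camera of limma adjusted p = 0.162).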

ILC2_10_ do not express *Foxp3* and are molecularly distinct from T_reg_ cells, but it is unknown whether there is an alternative master regulator of this cell subset. Expression of the known regulators of ILC2 development and function are not differentially expressed in ILC2_10_. However, we did observe higher expression of *Id3*, *Foxf1*, *Atf3*, and *Klf2* genes in ILC2_10_ compared to ILC2_act_. 

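Of 14 ILC2 regulator genes 13 did not pass the test between ILC2_10_ and ILC2_act_ and 1, *Tcf7*, was lower, with the same counts adjusted over the list alone. *Tox* and *Gfi1* had log2 fold changes of -0.61 (adjusted p = 0.0161) and -0.63 (adjusted p = 0.00309) in limma, under the fold threshold. The median of the list was -0.31 on the log2 scale (camera of limma adjusted p = 3.0e-04, and 0.258 as the adjusted p with an estimated correlation).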

Id3 is required for the TGFβ-induced generation of Foxp3^+^ T_reg_ cells^45^. All ILC2, including ILC2_10_, highly express the related E protein inhibitor Id2, but the extent of functional overlap between Id2 and Id3 in this cellular context is not known. 

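*Id2* was at 703 ± 87.0 FPKM (SD, n = 3) in ILC2_10_ and 1040.3 ± 67.5 FPKM (SD, n = 3) in ILC2_act_. Its log2 fold change was -0.57 (standard error 0.13, adjusted p = 0.0167 from limma), under the fold threshold. The *Id3* values of the ILC2_10_ libraries were 52.3, 120.5 and 123 FPKM, below *Id2* in each library.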

*Foxf1* is expressed in multiple mesenchyme-derived cell types and is critical for lung vascular development^46^, but has no known role in the immune system. *Atf3* encodes a transcriptional repressor that dampens inflammatory responses, at least in part by inhibiting NF-κB activity^47^. KLF2 regulates NK cell (a cytolytic member of the ILC1 family) proliferation and survival^48^. Together, one or more of these factors may play a significant role in ILC2_10_ identity.

It should also be noted that ILC2_10_ are also unlikely to be molecularly closely related to IL-10 producing T-bet^+^ Foxp3^−^ CD4^+^ Tr1 cells. Maf, AhR, and IRF4 are key transcription factors for IL-10 secretion and Tr1 cellular differentiation^49^, and LAG-3 is a requisite marker^50^. 

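*Lag3*, encoding a coinhibitory receptor of Tr1 cells, was at most 0.615 FPKM in any ILC2_10_ or ILC2_act_ library, and *Tbx21* at most 0.957 FPKM, so neither was tested. In Thy-1.1+ T_reg_ cells *Tbx21* was at 13.0 ± 0.257 FPKM (SD, n = 2), against 4.21 ± 0.932 FPKM (SD, n = 2) in Thy-1.1- T_reg_ cells. That difference passed the test (log2 fold change 1.64, adjusted p = 0.0387 from limma). With 1 T_reg_ library left out a group holds a lone library, and no T_reg_ call of any gene was kept. That step therefore cannot tell whether the difference is stable.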

By RNA-seq, ILC2_10_ do not express LAG-3 or T-bet (encoded by *Tbx21*; Fig. 3f). Additionally, when comparing ILC2_10_ and ILC2_act_, *Maf* is not differentially expressed (Fig. 3f), expression of *Ahr* was 1.7-fold higher in ILC2_10_ (and thus, did not reach our established threshold of differential expression), and *Irf4* was more highly expressed by ILC2_act_ (Supplementary Data 2). This likely points to a distinct pathway for regulating IL-10 production and the effector cell program in ILC2_10_.

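*Ahr*, a ligand-activated factor, was at 26.6 ± 3.54 FPKM (SD, n = 3) in ILC2_10_ and 15.7 ± 1.21 FPKM (SD, n = 3) in ILC2_act_, a 1.70-fold difference of mean FPKM. Its log2 fold change of 0.76 (standard error 0.13, adjusted p = 0.00385 from limma) stayed under the fold threshold. *Irf4*, a factor of lymphocyte activation, fell from 23.8 ± 5.29 FPKM (SD, n = 3) in ILC2_act_ to 9.78 ± 1.47 FPKM (SD, n = 3) in ILC2_10_, a log2 fold change of -1.27 (standard error 0.19, adjusted p = 0.00192 from limma). The per-gene equal-variance test, adjusted over all genes tested, did not call *Irf4* on floored FPKM or log2 values (adjusted p = 0.127 and 0.0636). *Maf* was at 12.7 ± 0.532 FPKM (SD, n = 3) and 14.7 ± 1.63 FPKM (SD, n = 3).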

One striking feature of ILC2_10_ is their failure to fully downregulate many genes associated with IL-33-activated ILC2, indicating an alternative activation pathway. 

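Of 4 mesothelial genes 3 were higher in ILC2_10_ (median 2.08) and 4 lower after IL-33 (median -3.09), with the same counts adjusted over the list alone. *Alas2* and *Hbb-bs*, genes of red cell precursors, were higher in ILC2_10_ by 1.58 and 3.65 (adjusted p = 0.0220 and 0.00103 from limma) and had log2 fold changes of -2.34 and -6.90 after IL-33 (adjusted p = 7.4e-04 and 1.0e-04 from limma). Camera in limma gave adjusted p of 0.00442 and 0.00694 for the mesothelial list. With an estimated correlation the adjusted p were 0.311 and 0.429 in limma. Immediate early genes fell after IL-33 as well, 16 of 26 with a median of -1.28 (camera of limma adjusted p = 3.2e-07, and 0.322 as the adjusted p with an estimated correlation). From the failure to downregulate genes the paper proposes an alternative activation pathway.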

In support of this, the signals to induce IL-10 from cultured ILC2 were distinct from those that elicited proliferation and IL-13 secretion. The latter required only IL-33 and IL-7, while IL-10 production was optimally induced by the addition of IL-2 and RA. Expression of *Retnla* is induced by IL-4 and IL-13^51^, and although ILC2_10_ produce both cytokines, they only express the IL-4 receptor. Thus, it is possible that an autocrine loop plays some role in the formation of ILC2_10_ in vivo, although this would not preclude a significant role for other cell types.

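*Il4ra*, encoding the chain shared by the IL-4 and IL-13 receptors, was at 33.7 ± 8.67 FPKM (SD, n = 3) in ILC2_10_ and 24.0 ± 3.39 FPKM (SD, n = 3) in ILC2_act_, a log2 fold change of 0.46 (standard error 0.20, adjusted p = 0.175 from limma). *Il13ra1*, encoding a chain that binds IL-13, was at 2.41 ± 1.37 FPKM (SD, n = 3) and 0.161 ± 0.0415 FPKM (SD, n = 3), a log2 fold change of 1.13 (standard error 0.36, adjusted p = 0.0687 from limma), and passed with log2(FPKM + 1) and log2(FPKM + 0.1) without the floor (adjusted p = 0.00440 and 0.00149 from limma). *Il13ra2* was at most 0.131 FPKM in any library. Whether the *Il13ra1* transcripts came from ILC2 or from other lung cells was not tested.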

In a model of allergic lung inflammation, IL-2 produced by adaptive immune cells induced ILC2 to make IL-9^42^. In contrast, *Il10* induction in ILC2 was independent of adaptive lymphocytes, as ILC2_10_ were produced in *Rag* ^–/–^ mice. ILC2_10_ generated in vivo also failed to express *Il9*, suggesting a distinct effector state and pathway of activation. Nevertheless, IL-2 presented in complex with anti-IL-2 monoclonal antibody, could act as a potent cofactor for ILC2_10_ generation in vivo, increasing not only the proportion of ILC2_10_, but also the expression of the *Il10* reporter on a per cell basis. 

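*Il2*, on chromosome 3 of GRCm38 from 37120716 to 37125954, was at 0.977 ± 0.350 FPKM (SD, n = 3) in ILC2_10_ and 18.3 ± 8.43 FPKM (SD, n = 3) in ILC2_act_. The ILC2_act_ libraries held 14.0, 28.0 and 12.8 FPKM, and the highest ILC2_10_ library 1.34 FPKM.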

The *Il2* gene itself was more highly expressed by ILC2_act_ than ILC2_10_. However, other cells in the lung besides T cells (and potentially ILC2) can produce IL-2, including IL-33 activated mast cells^38^ and a population of CD2^+^ ILC3-like cells^33^. Mice deficient in mast cells had a modest deficit in production of *Il10* by ILC2, supporting a role for mast cells, although whether that involves IL-2 secretion remains to be determined.

We also found that RA, which can be produced by CD103^+^ lung dendritic cells^52^, was a potent inducer of IL-10 in combination with IL-2 in vitro. Mice deficient in CD103^+^ DC also showed some reduction in *Il10* gene expression in IL-33 activated ILC2. The data may indicate that a rather complex in vivo environment supports ILC2_10_ generation, which can be mimicked at least in part by IL-2 and RA in vitro. RA regulates IL-22 production by γδ T cells and ILC3, and leads to attenuation of colitis^53^. We observed RA induction of *Il22* and *Il24* genes in ILC2 cultures, but did not detect *Il22* or *Il24* upregulation in vivo in response to IL-33 alone. In addition, TGF-β in combination with RA promotes T_reg_ cell induction, yet inhibited IL-10 production by ILC2 without affecting IL-13 secretion. In total, these findings indicate complexity in ILC immune responses, and suggest ways to manipulate ILC2 effector states in vitro and in vivo, which could prove useful in future therapeutic interventions.

The distinct gene expression pattern of ILC2_10_ makes predictions of exact functions difficult, and may be very context dependent. Nevertheless, the gene expression pattern may indicate an anti-inflammatory role. In this regard, administration of IL-2c was highly effective at ILC2_10_ generation and inhibited IL-33 mediated eosinophil recruitment to the lung. This was true even in the absence of an adaptive immune response. The underlying mechanism for this effect is unclear, as the reduction in eosinophilia was not correlated with a decrease in IL-5, CCL11, or CCL24, and eosinophil migration itself was not inhibited by IL-2c. IL-10 can inhibit allergen induced lung eosinophilia^54^, although this may involve reduced IL-5 expression rather than a direct effect on eosinophils, which may poorly express the IL-10R^55^. Patients who receive IL-2 therapy can also exhibit eosinophilia, which evidence suggests is mediated by ILC2 production of IL-5^56^. Our data indicate greater complexity, and that there may be ways to achieve ILC2 activation without tissue recruitment of eosinophils.

The expanded population of IL-33 activated ILC2 had remarkable longevity over 30 days, even in the absence of continued stimulation. The bulk population of ILC2 were refractory to secondary stimulation at 14 days, but regained responsiveness at 30 days. In contrast, the ILC2_10_ effector cell population underwent significant contraction as early as 14 days. The re-induction of ILC2_10_ as a result of a single IL-33 injection as late as day 30, demonstrates that a subpopulation of these cells survived, but had switched off IL-10 production. There is a striking parallel in this pattern to antigen-driven T-cell responses that are characterized by expansion, contraction, and memory cell formation. Cytokine-induced memory-like NK cells have been described^57^, and ILC2 have been shown to undergo contraction over long time periods, with enhanced responses upon secondary antigenic challenge in a model of asthma^58^. Given the results shown here, memory-like ILC2 may have important functions in not only the propagation of disease, but also in the resolution of inflammation.

Variants of the *Il10* gene locus that cause decreased IL-10 production are positively associated with allergy, but are also negatively associated with helminth infection^59^. These processes also involve ILC2, and could suggest an anti-inflammatory role for ILC2-derived IL-10. The identification of a persistent ILC2 subtype that can produce IL-10 and other immunoregulatory proteins, and that can persist in vivo, may suggest a novel target to elicit the suppression of allergic and other pathogenic inflammatory immune responses.

## Methods

### Mice

All mice were bred in house and kept under specific pathogen-free conditions. Mice used for experiments were between 6–14 weeks of age of either sex. *Il10* ^21^ and *Foxp3* ^22^ reporter strains were bred to produce 10BiT*Foxp3* ^GFP^ dual reporter mice. *Kit* ^*W-sh*^ (stock 012861), *Batf3* ^−/−^ (stock 013755), *Rag1* ^−/−^ (stock 002216), and NSG (stock 005557) mutant mice were obtained from the Jackson Laboratory. Mice were selected for experimental groups based solely on genotype within the age range indicated above. Within experiments, animals of each genotype were age-matched as closely as possible, within constraints of availability. All animal procedures were performed in accordance with protocols approved by the Cedars-Sinai Medical Center Institutional Animal Care and Use Committee.

### Antibodies and staining

All samples were pre-incubated with anti-CD16/32 (39, 1:200; eBioscience) to block Fc receptors before staining. Lineage (Lin) antibodies directed against cell surface proteins used in the identification and isolation of all ILC2 populations are as follows (clone designations in parentheses, followed by dilution factor or concentration): CD8α (53-6.7, 1:2000), CD4 (GK1.5,1:2000), CD3ε (145-2C11, 1:2000), γδTCR (eBioGL3, 1:1000), CD11b (M1/70, 1:1000), CD19 (1D3, 1:1000), B220 (RA3-6B2, 1:1000), Gr-1 (RB6-8C5, 1:1000), CD11c (N418, 1:500), NK1.1(PK136, 1:500), NKp46 (29A3.4, 1:500), Ter-119 (TER-119, 1:500), and FcεRII (B3B4, 1:500), all from eBioscience. Other antibodies used to characterize ILC2 populations included Thy-1.2 (30-H12, 1:2000), ST2 (RMST2-33, 1:500), KLRG1 (2F1, 1:200), IL-5 (TRFK5, 0.25 μg per test), IL-13 (13A4, 0.25 μg per test), and ratIgG1κ isotype control (eBRG1, 0.25 μg per test) from eBioscience, and CD45 (30-F11, 1:500), and Thy-1.1 (OX-7, 1:2000) from BioLegend.

For intracellular cytokine staining, dissociated lung cells were incubated at 37 °C in EHAA medium (Irvine Scientific)/10% FCS containing 50 ng/ml PMA and 500 ng/ml ionomycin for 1 h. Brefeldin A (eBioscience) was then added to the wells at a final concentration of 3 μg/ml and incubated for 3 h. Cells were surface stained for CD45, Thy-1.2, ST2, Lin, and Thy-1.1 (*Il10* reporter), followed by intracellular staining for IL-5 and IL-13, or isotype controls, using the Intracellular Fixation & Permeabilization Buffer Set (eBioscience).

For splenic eosinophil isolation, antibodies specified above and directed against B220, CD3, CD4, CD8α, and CD19, along with (BioLegend) CD115 (AFS98, 1:400) and CD49b (DX5, 1:400) were used for negative selection. Eosinophils were defined as CD45^+^CD11c^−^Siglec-F^+^ (1RNM44N, 1:500), CD11b^+^ cells.

Flow cytometry gating strategies are shown in Supplementary Fig. 5.

### Identification and isolation of lung cells

Whole lung was removed following cardiac perfusion with PBS. Lungs were minced and digested in HBSS containing 1 mg/ml Liberase (0.1 mg/ml final). Cells were filtered using a 70 μm cell strainer and the red blood cells lysed. For IL-33-induced ILC2 activation in vivo, animals were injected intraperitoneally once daily with 500 ng IL-33 (BioLegend) or, as a control, with PBS for four days unless otherwise indicated. In some experiments, mice received daily intraperitoneal injections of IL-33 plus IL-2/anti-IL-2 complexes (IL-2c), made by mixing 1 μg recombinant murine IL-2 (eBioscience) and 5 μg anti-IL-2 monoclonal antibody (JES6-1A12) (Bio X Cell) and incubating for 30 min at 37 °C before co-injection with IL-33 in a final volume of 200 μl in PBS. Lung cells were stained for ILC2 or eosinophils with indicated antibodies, and analyzed using a LSRII or isolated using a FACS Aria III (BD Biosciences). Sort purities were >95%.

### RNA-seq and data analysis

Lung ILC2 were isolated by cell sorting from IL-33 or PBS injected C57BL/6 or 10BiT*Foxp3* ^GFP^ mice. Cells were deposited into RNAprotect Cell Reagent (QIAGEN) and RNA was extracted using the RNeasy Plus Mini Kit (QIAGEN). In total, 10 ng of input RNA was used with the SMARTer Ultra Low Input RNA v3 kit (Clontech) to produce cDNA for downstream library preparation as previously described^15^. Briefly, the protocols for enzymatic fragmentation and ligation of the Ion Xpress Plus Fragment Library Kit (Life Technologies) were adjusted for our low-input total RNA of samples. Then resulting cDNA libraries were amplified onto Ion Sphere Particles with an Ion PI template OT2 200 Kit v3 (Life Technologies) and sequenced on an Ion Proton (Life Technologies) to generate an average depth of 20 million single-end 200 bp reads, with <6.7% of the reads from ribosomal RNA and over 94% of the reads mapping to the mouse genome. Similarly, libraries of ILC2_10_ or ILC2_act_ samples, or from IL-10^+^ and IL-10^–^ splenic T_reg_ cells from IL-33 injected mice were constructed using SMARTer Ultra Low Input RNA v3 kit (Clontech), indexed using Nextera indices (Illumina) and sequenced on a NextSeq 500 (Illumina) using 75 bp single-end sequencing kit per the manufacturer’s instructions. On average, about 10 million reads were generated from each sample. The raw reads were aligned by Tophat v2.1.0 to the mouse GRCm38 assembly with GENCODE M9 annotations downloaded from http://www.gencodegenes.org/. FPKM (fragments per kilobase of transcript per million mapped reads) values were calculated for lncRNA and protein coding genes with Cufflinks 2.2.1 software. FPKM levels below 1.0 were set to a “floor” value of 1.0. Principal component analysis (PCA) was used in an unsupervised gene expression analysis using FactoMineR v1.31 in R/Bioconductor v3.2. Two-tailed Student’s *t* test was used to assess the significance of differences in gene expression between groups and then the Benjamini and Hochberg procedure was used for multiple test corrections^60^. A false discovery rate cutoff of 5% was used to select for significant differential expression genes. For in vitro ILC2_10_ RNA-seq, lung ILC2 were isolated as described and cultured in vitro for 6 days with select cytokine(s) alone or in combination. FPKM values for the three replicates were averaged in each group. ANOVA test was performed for the genes if the average FPKM value for any one of the groups was at least four-fold higher than one of the other two groups. *P* values calculated from ANOVA test for each gene and were corrected by calculation of the *q*-value by the Benjamini and Hochberg method. Genes with a significant difference in expression among the three groups (FDR < 1%) were used for the heat map generated in Fig. 5.

### Cell cultures

ILC2 were isolated by sorting cells directly into complete DMEM containing IL-7 (20 ng/ml) and IL-33 (20 ng/ml) (Biolegend). In total, 5,000 cells per well per condition were plated in a 96-well plate and supplemented with combinations of human IL-2 (10 ng/ml) (Peprotech), all-*trans* retinoic acid (RA) (1 μM) (Sigma-Aldrich) and TGF-β1 (10 ng/ml) (BioLegend). Cells were fed on day 3 by adding an equal volume of fresh media supplemented with appropriate cytokines and/or RA. At day 6, total cell counts were performed and the culture supernatants were analyzed for IL-10 and IL-13 by ELISA (eBioscience).

### Allergic response to papain

Mice were anesthetized by isofluorane inhalation, followed by the intranasal administration of 30 μg of papain in a total of 12 μl to each nostril. Papain was administered once a day for five days (d0–d4), followed by discontinuation of treatment (d5–d13). Papain was then re-administered for another 5 days (d14–d18), followed by analysis of lungs 3 days later (d21).

### Eosinophil migration

Eosinophils were enriched from mouse spleen by negative selection by staining with biotin-conjugated antibodies as above and using the EasySep Mouse Streptavidin RapidSpheres Isolation Kit (STEMCELL Technologies). Enriched cell populations were then stained and sort purified (CD45^+^SiglecF^+^CD11c^−^CD11b^+^). 1–1.5 × 10^4^ purified eosinophils in 80 μl pre-warmed RPMI-1640 media containing 5% bovine serum albumin were placed in the upper compartment of wells containing HTS 96-well Transwell Permeable Supports (Corning). The lower compartment contained various concentrations of CCL11 (BioLegend) in the absence or presence of IL-2c (0.2 μg IL-2 equivalent) in 235 μl. Cells were allowed to migrate at 37 °C in a humidified 5% CO_2_ chamber for 2 h, the plate placed on ice for 10 min, and then centrifuged at 200 × *g* for 10 min to detach cells from the membranes. The transwells were then removed and the media containing cells in the bottom compartment was collected. The supernatant was centrifuged for 5 min at 200 × *g*, decanted, and the cell pellets were resuspended in 20 μl of AO/PI staining solution and counted on the Cellometer Auto 2000 cell viability counter (Nexcelom). Data are expressed as the average percentage of input cells that migrated to the bottom chamber, from duplicate wells.

### Lung chemokine assays

Left lungs were digested in 1 ml of PBS in a gentleMACS Octo Dissociator (Milltenyi Biotec) with heaters, running program m_LDK_1. Cells and cellular debris were removed by passage through a 70 μm cell strainer (BD Biosciences) and centrifugation at 200 × *g* for 5 min at 4 °C. Concentrations of CCL11 and CCL24 in the supernatant were determined by ELISA (Abcam or BioLegend).

### qRT-PCR

cDNA was generated using Superscript VILO (Life Technologies) and PCR performed using QuantiTect SYBR green (QIAGEN). All primer sets were purchased from QIAGEN (QuantiTect), and gene expression was normalized to *Hprt* or *Gapdh* within each experiment.

### Statistics

Means, standard deviations, and the probability (P) associated with a Student’s *t* test using a two-tailed distribution of equal variance are shown in some figures. *P* values of <0.05 were considered to represent means with a statistically significant difference. Statistical analysis was performed on groups with similar variance, and limited variance was observed within sample groups. Sample or experiment sizes were determined empirically for sufficient statistical power. No samples were excluded specifically from analysis.

### Data availability

Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus at NCBI with the primary accession code GSE81882 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81882).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Alternative activation generates IL-10 producing type 2 innate lymphoid cells
**Source:** Nat Commun. 2017 Dec 1;8:1900. doi: 10.1038/s41467-017-02023-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differentially expressed genes upon ILC2 activation

File Name: Supplementary Data 2

Description: Differentially expressed genes comparing ILC2_{act} and ILC2₁₀

File Name: Supplementary Data 3

Description: RNAseq dataset from cultured ILC2

How the deposited data were processed for this re-analysis (not part of the article)

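Processed values of 15 RNA-seq libraries were analysed: 3 of lung ILC2 from PBS-injected and 2 from IL-33-injected mice, read on an Ion Proton, and 3 of ILC2_10_, 3 of ILC2_act_, 2 of Thy-1.1+ and 2 of Thy-1.1- splenic T_reg_ cells from IL-33-injected 10BiT*Foxp3* GFP mice, read on a NextSeq 500. Conditions and replicate names were taken from the sample titles and checked against the methods of the paper. The source field of the T_reg_ samples names lung ILC2, whereas their titles and descriptions and the paper give splenic T_reg_ cells, which was used. The libraries of cultured cells were not analysed here.

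The authors aligned the reads to GRCm38 with TopHat2 2.1.0 and made the deposited FPKM values per gene with Cufflinks 2.2.1, normalized to transcript length and mapped reads. The floor of 1 FPKM that the methods describe is not part of the deposited values and was applied here. In the table of the 10BiT*Foxp3* GFP libraries, values of 0 appear as 0.001, and genes that Cufflinks could not estimate for low data, and 5 genes with a missing value, were left out, which kept 23529. Of the symbols, 27 had been turned into dates and were kept without a name. Symbols at more than 1 locus were kept as separate entries and counted as such, as *Hba-a1* and *Hba-a2* in the erythroid list. Symbols in the lists that were absent from a table were matched through an older symbol at the same locus, except *Ahsp* and *Hbb-bt*, which stayed without a match. FPKM give no counts of reads, so the depth per library and its precision are unknown, and the paper gives average depths only.

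Each table was analysed by itself. FPKM were floored at 1 and put on the log2 scale, and genes above 1 FPKM in at least as many libraries as the smaller group holds were tested with limma 3.58.1 (lmFit, eBayes with a trend) in R 4.3.3. The comparisons were IL-33 against PBS (12565 genes), ILC2_10_ against ILC2_act_ (11564 genes) and Thy-1.1+ against Thy-1.1- T_reg_ cells (10837 genes). A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. The difference between the ILC2 change and the T_reg_ change was tested as a contrast of a fit of the 10 libraries. No pairing of libraries was used in the main fits, since the meaning of the tags in the sample names is not given in the text of the paper. The tag as a block was run as an alternative, and a pairing by the consecutive numbers in the sample names was not run. Expression of 35 gene lists was tested with camera at a preset correlation of 0.01, and again with the correlation estimated from each list. No list passed in any comparison with the estimated correlation, so that setting does not tell lists apart. Where the estimated correlation of a list lay far above the preset, its p-value at the preset is likely too small. Principal components and distances between mean profiles used the same log2 values. Other steps were run in Python 3.11.15.

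Genes were named by a rule: every gene that the paper names for these libraries, the 15 genes of largest change in each direction of a comparison among those whose groups do not overlap, and in each list up to 4 members of largest change past the threshold and up to 2 of highest mean among the rest. The values of Supplementary Data 1 and 2 and the figures had been seen when the rule was written. The held copy of Supplementary Data 2 has 773 of the 774 genes given by the paper, and Supplementary Data 3 was held only in part and was not used.

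The pipeline was tested on simulated data in which 50 genes per fold size had a known change. These genes were drawn from those with a mean of at least 5 FPKM on the log2 scale, and noise was drawn for each gene independently. The shares recovered therefore do not cover genes near the floor or genes that vary together between libraries. In the design of IL-33 against PBS 76% of genes changed by 1.5 on the log2 scale were recovered, 78% at 2, 98% at 3 and 60% at -1.5, with 9 unchanged genes called. In that of ILC2_10_ against ILC2_act_ 96%, 96%, 100% and 92% were recovered with 2 unchanged genes called, and in that of the T_reg_ cells 58%, 84%, 98% and 64% with 1.

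Alternatives were log2(FPKM + 1) and log2(FPKM + 0.1) without the floor, no filter on low values, a mean of at least 5 FPKM, the per-gene equal-variance test of the paper's methods on floored FPKM and on log2 values, quantile normalization, equal medians, no fold threshold, each library left out, the tag in the sample names as a block, and a fit of all 10 libraries of 10BiT*Foxp3* GFP mice, and counts in ILC2_10_ against ILC2_act_ without the genes of the lists of other lung cells. Of the alternatives chosen after the values were seen, 1 left out the PBS libraries 1 and 2 and the other adjusted the per-gene equal-variance test over genes with a fold of at least 2 only.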

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

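The tests of the share of structural genes that moved in both comparisons, of the abundant structural genes, of the spread of their changes and of dilution were chosen after the results were seen, and the abundant genes of both tests that use them were first taken by the mean of both groups and, since that mean depends on the change, later by the mean in ILC2_act_.

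Genes of 7 lists of lung structural cells, which the paper does not analyse as groups, were higher in ILC2_10_ than in ILC2_act_, with median log2 fold changes of 3.66 for alveolar type 2 epithelium, 3.06 for alveolar type 1 epithelium, 2.74 for airway epithelium, 3.54 for endothelium, 3.20 for fibroblasts, 2.53 for smooth muscle and pericytes and 2.08 for mesothelium, and 100% of the 82 members tested in both experiments had a positive change in ILC2_10_ and a negative one after IL-33. A candidate explanation is RNA of other lung cells in the libraries, in spite of the CD45+Thy-1.2+Lin-ST2+ gate and the purities above 95% that the paper gives: *Sftpc* reached 6054 FPKM in ILC2_10_ and 389 in ILC2_act_ and *Scgb1a1* 3944 and 244, and of the 96 list members 8 are named by the paper, 0 are in another list and 17 had a mean of at least 10 FPKM in ILC2_act_. These 17 members had a median of 3.43 (SD 1.45), which argues against noise of genes near the floor. The 8 alveolar type 2 and airway genes among them had changes with an SD of 1.66 and all 23 members 1.28, where separate regulation of these genes within ILC2 would give 1 or more, but it cannot be told apart from a common source on so few abundant members, a limit on their number that was set after a first SD was seen. Regulation within ILC2 stays open, and the paper reports RT-qPCR of *Id3*, *Foxf1*, *Atf3* and *Klf2* in sorted cells and *Foxf1*, *Klf2*, *Atf3* and *Socs3* higher in cultured ILC2_10_ as well.

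The same explanation was tested on genes outside all cell type lists. Over the deviations of the 6 libraries from their group means, 939 such genes higher in ILC2_10_ had a median correlation of 0.795 with the mean of the structural lists, against a 95th percentile of 0.190 and a highest value of 0.253 in 10000 random lists, and among genes of the paper, chosen after the medians were seen, the correlation was -0.586 for *Il10*, 0.0669 for *Socs3*, 0.114 for *Klf2*, 0.188 for *Atf3*, 0.453 for *Retnla*, 0.643 for *Id3*, 0.691 for *Foxf1*, 0.765 for *Cxcl15* and 0.857 for *Chil3*. Over the 3 PBS libraries the 2078 such genes lower after IL-33 had a median of 0.877, against a 95th percentile of 0.00651 and a highest value of 0.154. This is consistent with an amount of RNA of other cells that varies between libraries, but genes are not independent replicates, and a state of the ILC2 or a difference between the mice that varies in the same way stays open. The random lists were drawn with replacement from genes in no list that did not pass, and older symbols of list members were matched after a first look at these medians. A correlation over 3 PBS libraries rests on very few deviations, and *Ddx3y* was at 0.0340 FPKM in PBS nA and 5.47 and 8.25 in PBS 1 and 2. That median therefore cannot tell RNA of other cells from other differences between these libraries. For a single gene, 6 libraries are too few to tell whether it follows the structural genes.

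The genes lower in ILC2_10_ had a median log2 fold change of -1.53 and the ILC2 regulator and surface receptor lists of -0.23. The difference of 1.30 argues against dilution by RNA of other cells as the whole cause, and lower expression in ILC2_10_ stays open.

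Among the 10 splits of the 6 ILC2 libraries 1, the real one, gave as many genes higher (1069, with at most 1 in any other split) and 1 as many lower (121, with at most 1 in any other), and 10 splits are too few for a share under 0.05.

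The change between Thy-1.1+ and Thy-1.1- cells differed between lung ILC2 and splenic T_reg_ cells by the limma test of the difference, with 815 genes more positive and 195 more negative in ILC2. Tissue and cell type differ together between these groups, so their parts and that of RNA of other lung cells cannot be told apart. The ILC2 change minus the T_reg_ change was -1.35 on the log2 scale for *Il10* (adjusted p = 0.0345 from limma), whose T_reg_ change is understated by the floor, 5.58 for *Id3*, 3.79 for *Foxf1*, 1.97 for *Atf3*, 2.40 for *Klf2* and 3.01 for *Socs3*. It was -3.70 for *Tnf*, -3.95 for *Il2* and -3.68 for *Ccl1*. Of these genes other than *Il10*, *Atf3* had the highest adjusted p (0.0107 from limma). To the digits given, the differences of *Foxf1*, *Atf3* and *Il2* equal their ILC2 changes. With no T_reg_ change beside them, these differences restate the ILC2 result.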

How the results depend on the processing

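The alternatives without the PBS libraries 1 and 2 and with adjustment over genes with a fold of at least 2 were chosen after the results were seen. Among the values of named genes under all alternatives 7107 kept their side of the threshold, 1089 lost it and 89 gained it, and none that passed changed direction. Among those of lists 1176 kept it, 98 lost it, 20 gained it and 1 turned, the erythroid list in T_reg_ cells (median -0.34, adjusted p = 0.414 by camera in limma), which was at 0.48 without Thy-1.1- replicate 09, past the threshold, and ranged from -1.17 to 0.48 over the libraries left out. Of the counts and summaries 99 stayed near the value reported and 58 moved. Without the PBS libraries 1 and 2 the lists of ILC2 regulators, type 2 effector genes, coinhibitory molecules, interferon response, glycolysis and erythroid cells lost the threshold after IL-33. Lists were not run under the per-gene tests, either way of adjusting them, with no fold threshold, or in the fit of 10 libraries. The cause was not tested unless it follows from fewer genes, fewer libraries or another threshold. A depth limit could not be computed from FPKM.

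After IL-33, a mean of at least 5 FPKM gave 632 genes higher and 1249 lower, the per-gene equal-variance test of the paper's methods 255 and 189, the same on log2 values 559 and 1389, quantile normalization 1655 higher, no fold threshold 1651 higher, adjustment over genes with a fold of at least 2 1060 lower, and the fit without the PBS libraries 1 and 2 200 and 1269, with the lone PBS library assumed to vary like the IL-33 group. With 1 library left out the counts ranged from 561 to 1051 and from 1182 to 2462, where a lone IL-33 library is assumed to vary like the PBS group. In ILC2_10_ against ILC2_act_ the same settings gave 459 and 71, 18 and 4, 599 and 46, 296 lower with quantile normalization, 502 lower with no fold threshold and 647 higher with adjustment over genes with a fold of at least 2, and the tag as a block gave 1068 and 122. In T_reg_ cells log2(FPKM + 1) gave 162 higher, no filter 36 and 28, the fit of 10 libraries 186 and 76, and the tag as a block, whose meaning is not given, 311 and 123 (correlation of deviations of T_reg_ libraries with the same tag across genes 0.385). By limma, each library left out gave 0 and 0 (791 to 1187 at an unadjusted p under 0.05), and both per-gene tests gave 0 and 0. The test of the difference between ILC2 and T_reg_ changes called 433 genes at a mean of at least 5 FPKM.

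The share of genes higher in ILC2_10_ with a negative change after IL-33 was 98.6% with log2(FPKM + 1), 99.1% at a mean of at least 5 FPKM, 100% by the per-gene test, 98.8% by the same on log2 values, and 96.2% to 98.2% with 1 library left out. The distance ratio was 1.06 with genes scaled to unit variance, 1.59 at a mean of at least 5 FPKM and 1.44 to 1.89 with 1 library left out. Components 1 and 2 of the ILC2 libraries held 48.7% and 21.3% with unit variance and 70.0% and 11.5% with each table centred.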

Differences from the paper's values

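The adjustment over genes with a fold of at least 2 was chosen after the values were seen. In ILC2_10_ against ILC2_act_ 1190 genes passed here, at the paper's thresholds by limma, and the paper's count is 774. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were no filter (1127), a mean of at least 5 FPKM (530), the per-gene equal-variance test on log2 values (645), quantile normalization (1108), no genes of the lists of other lung cells (1093), and leaving out the ILC2_act_ library 01 (1129), 03 (1029) or 07 (1028) or the ILC2_10_ library 04 (1150) or 08 (1035). Those that were not were log2(FPKM + 1) (1240), log2(FPKM + 0.1) (1406), the per-gene equal-variance test of the paper's methods adjusted over all genes tested (22), equal medians (1170), no fold threshold (1852), the tag as a block (1190), the fit of 10 libraries (1233) and leaving out the ILC2_10_ library 02 (1327). That per-gene test adjusted over genes with a fold of at least 2 only, chosen after the values were seen, gave 745 and dropped 39 of the 751 genes that could be compared in the held 773 of the paper's 774, of which limma called 748.

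The paper states that known regulators of ILC2 are not differentially expressed between ILC2_10_ and ILC2_act_. Of 14 such genes 13 did not pass here and *Tcf7* was lower, with a log2 fold change of -1.69 (adjusted p = 7.7e-05 from limma). The per-gene equal-variance test of the paper's methods did not call *Tcf7* when adjusted over all genes tested and called it when adjusted over genes with a fold of at least 2 only, chosen after the values were seen. After IL-33 the paper describes 7 regulators as hardly or not differing, and of these 5 did not pass here, while *Id2* and *Gfi1* passed with log2 fold changes of 1.14 and 1.16 (adjusted p = 0.00841 and 0.00482 from limma). That per-gene test called neither when adjusted over all genes tested and both when adjusted over genes with a fold of at least 2 only. By limma neither passed without the IL-33 library Expand (adjusted p = 0.0685 and 0.0615) or, chosen after the values were seen, without the PBS libraries 1 and 2 (adjusted p = 0.240 and 0.149), where 1 group is left with a lone library. The paper states that *Cd4*, *Cd3e* and *Ncr1* are not expressed. *Cd4* and *Ncr1* were at most 1.17 and 1.65 FPKM, and *Cd3e* was at 10.1, 4.63 and 4.33 FPKM in the PBS and 2.08 and 1.89 in the IL-33 libraries. The paper states that ILC2_10_ express the receptor for IL-4 but not that for IL-13, and *Il13ra1* was at 2.41 ± 1.37 FPKM (SD, n = 3) in ILC2_10_, while *Il13ra2* was at most 0.131 FPKM. *Il13ra1* did not pass the main test against ILC2_act_, and whether it came from ILC2 or other lung cells was not tested.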

Other observations

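The test of the adjustment was chosen after the result was seen. Thy-1.1+ splenic T_reg_ cells differed from Thy-1.1- cells in 148 genes. *Prdm1*, encoding the factor Blimp-1, was higher by 1.25 on the log2 scale (adjusted p = 0.0196 from limma) and *Itgae*, encoding the integrin CD103, by 1.03 (adjusted p = 0.0272 from limma), and 3 of 13 genes of Tr1 cells and IL-10 regulation were higher (4 adjusted over the list alone). Macrophage genes were higher too, among them *Adgre1* by 3.29 and *Ear2* by 3.75, with 4 higher and 0 lower of 11, or 9 and 0 adjusted over the list alone (median 1.44, camera of limma adjusted p = 4.3e-10, and an adjusted p of 0.374 with an estimated correlation). Of 30 proliferation genes 0 passed by limma, and the list had a median of 0.49 (camera of limma adjusted p = 3.8e-14, and an adjusted p of 0.374 with an estimated correlation). Each T_reg_ call was lost whichever 1 of the 4 libraries was left out. A group then holds a lone library and no gene kept a call, so this step cannot tell which T_reg_ differences are stable.

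Other groups in ILC2 after IL-33 were the fibroblast list with 0 higher and 16 lower of 17, with the same counts adjusted over the list alone (median -4.10, camera of limma adjusted p = 1.7e-10, and an adjusted p of 0.348 with an estimated correlation), the smooth muscle and pericyte list with 0 higher and 8 lower of 11, or 0 and 9 adjusted over the list alone (median -1.99, camera of limma adjusted p = 8.1e-05, and an adjusted p of 0.390 with an estimated correlation) and the macrophage list with 0 higher and 13 lower of 15, with the same counts adjusted over the list alone (median -2.98, camera of limma adjusted p = 9.6e-07, and an adjusted p of 0.348 with an estimated correlation). Genes of monocytes and dendritic cells were lower, with 0 higher and 9 lower of 13, with the same counts adjusted over the list alone (median -2.40, camera of limma adjusted p = 5.2e-04, and an adjusted p of 0.348 with an estimated correlation), as were 5 of 12 interferon response genes (median -0.89, camera of limma adjusted p = 0.00709, and an adjusted p of 0.348 with an estimated correlation). In ILC2_10_ against ILC2_act_ interferon response genes had 3 higher and 0 lower of 12, or 4 and 0 adjusted over the list alone (median 0.51, camera of limma adjusted p = 0.00356, and an adjusted p of 0.396 with an estimated correlation) and T cell genes 0 higher and 3 lower of 8, with the same counts adjusted over the list alone (median -0.47, camera of limma adjusted p = 0.00452, and an adjusted p of 0.258 with an estimated correlation).

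*Xist* was at 19.5 FPKM in the PBS library nA, 4.15 in 1 and 4.35 in 2, and at 48.1 and 42.5 FPKM in the IL-33 libraries. The paper gives mice of either sex. The fit without the PBS libraries 1 and 2 compared only libraries with *Ddx3y* near 0. Its log2 fold changes were 3.48 for *Mki67*, 2.84 for *Klrg1*, 1.28 for *Il13* and 0.90 for *Arg1*, of the same sign as with all libraries. It rests on a lone PBS library, and an effect of sex was not otherwise tested apart from that of treatment. In the 10BiT*Foxp3* GFP libraries *Ddx3y* lay between 15.3 and 25.6 FPKM and *Xist* was at most 0.00510 FPKM. The sex of the mice may therefore also differ between the experiments.

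Adjusted p from the per-gene equal-variance test of the paper's methods, adjusted over genes with a fold of at least 2 only, had a median ratio of 1.05 to those of Supplementary Data 2 over 751 genes (1.01 to 1.06 between the 1st and 99th percentiles). This is consistent with such an adjustment as a candidate explanation of the difference in counts, and the paper's own steps were not tested further.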
